# Neuronal TIMP2 regulates hippocampus-dependent plasticity and extracellular matrix complexity

**DOI:** 10.1038/s41380-023-02296-5

**Published:** 2023-11-02

**Authors:** Ana Catarina Ferreira, Brittany M. Hemmer, Sarah M. Philippi, Alejandro B. Grau-Perales, Jacob L. Rosenstadt, Hanxiao Liu, Jeffrey D. Zhu, Tatyana Kareva, Tim Ahfeldt, Merina Varghese, Patrick R. Hof, Joseph M. Castellano

**Keywords:** Neuroscience, Molecular biology

## Abstract

Functional output of the hippocampus, a brain region subserving memory function, depends on highly orchestrated cellular and molecular processes that regulate synaptic plasticity throughout life. The structural requirements of such plasticity and molecular events involved in this regulation are poorly understood. Specific molecules, including tissue inhibitor of metalloproteinases-2 (TIMP2) have been implicated in plasticity processes in the hippocampus, a role that decreases with brain aging as expression is lost. Here, we report that TIMP2 is highly expressed by neurons within the hippocampus and its loss drives changes in cellular programs related to adult neurogenesis and dendritic spine turnover with corresponding impairments in hippocampus-dependent memory. Consistent with the accumulation of extracellular matrix (ECM) in the hippocampus we observe with aging, we find that TIMP2 acts to reduce accumulation of ECM around synapses in the hippocampus. Moreover, its deletion results in hindrance of newborn neuron migration through a denser ECM network. A novel conditional TIMP2 knockout (KO) model reveals that neuronal TIMP2 regulates adult neurogenesis, accumulation of ECM, and ultimately hippocampus-dependent memory. Our results define a mechanism whereby hippocampus-dependent function is regulated by TIMP2 and its interactions with the ECM to regulate diverse processes associated with synaptic plasticity.

## Introduction

Cellular, molecular, and functional changes have been documented in the brain as aging progresses, leaving it susceptible to diseases like Alzheimer’s disease. Since aging serves as the major risk factor for many neurological disorders, aging processes have increasingly been considered to be valid therapeutic targets. Growing evidence in animal models indicates that the aged brain can be rejuvenated through manipulation of the systemic environment, including through young plasma transfer or sharing of young blood through heterochronic parabiosis [1–4]. Aged mice exposed to young blood exhibit improved synaptic plasticity and cognitive performance [2]. We and others have begun to identify factors present in young blood that confer brain rejuvenation phenotypes in aged mice [3, 4]. Among those, we showed that tissue inhibitor of metalloproteinases-2 (TIMP2), a protein elevated early in life, revitalizes function of the aged mouse hippocampus [4]. Despite demonstrating that this factor is critical for young plasma-mediated memory improvements in aged mice [4], little is known of the cellular and molecular details connecting TIMP2 to hippocampal function.

TIMP2 is a secreted protein ~21 kDa in size, primarily known for its role in regulating peripheral extracellular matrix (ECM) remodeling [5] through its unique dual roles in regulating activation of latent matrix metalloproteinases (MMPs), including MMP2, to proteolytically active forms, and the inhibition of MMP activity [6, 7]. Through these roles, TIMP2 has been shown to regulate maintenance of ECM network structure in many tissues with myriad disease implications, including heart failure [8], cancer [9], and ischemic stroke [10], among others. Early reports described expression of TIMP2 from development into adulthood [11] and its role in regulating cortical neuronal differentiation [12] and subtle motor phenotypes [13], but few studies have examined the biological role of TIMP2 in the adult brain and how it modulates function. While we recently demonstrated that TIMP2 revitalizes overall hippocampus-dependent cognitive function in aged mice [4], the biological role of TIMP2 expressed within the hippocampus has not been studied. TIMP2 belongs to a small family of tissue metalloproteinase inhibitors that includes TIMP1, TIMP3, and TIMP4, all of which perform broad MMP targeting functions but in diverse contexts in the brain, including in myelin repair [14], neurovascular regulation [15], or in regulation of the tumor microenvironment [16]. Interestingly, TIMP2 shares only ~40–50% sequence homology with other TIMP family members and is particularly expressed in the brain and enriched specifically in  the hippocampus relative to other TIMPs. Since levels of TIMP2 decline in the hippocampus with age [4], understanding the function of this local source will be important to understand its normal function and position it for putative therapies for age-related brain disorders. We further sought to understand the extent to which ECM regulation is related to disparate processes of plasticity to regulate complex behavioral outputs.

Here we define a mechanism by which TIMP2 regulates ECM components in the hippocampus in a manner that regulates processes linked to plasticity and memory. We find that TIMP2 is predominantly expressed by neurons in the hippocampus and is present at high levels in the brain extracellular space. Deletion of TIMP2 induces transcriptomic changes in the hippocampus that are consistent with processes related to synaptic plasticity and adult neurogenesis. We find that loss of TIMP2 results in fewer dendritic spines in dentate gyrus (DG) granule cells, decreased adult DG neurogenesis along several stages, and impaired memory in various hippocampus-dependent tasks. Loss of TIMP2 also causes an accumulation of ECM proteins, particularly around synapses within the DG, and impaired migration of neuroblasts within the neurogenic niche, reflecting dysregulated ECM turnover and mimicking ECM accumulation seen in the aged brain. Finally, we developed a mouse model for conditional deletion of TIMP2 from neurons that exhibits the functional phenotypes observed in TIMP2 KO mice, further arguing for a role of the neuronal pool of TIMP2 in shaping plasticity-related function of the hippocampus. Our findings highlight a mechanism by which neuronal TIMP2 remodeling of the ECM promotes synapse plasticity and is required for memory.

## Materials and methods

See *Supplementary Information* for additional details.

### Animals

All animal procedures were performed in accordance with the National Institutes of Health Guide for Care and Use of Laboratory Animals and the Icahn School of Medicine at Mount Sinai Institutional Animal Care and Use Committee. TIMP2 knockout (KO) (Jackson Laboratory) and WT female mice or Syn^Cre/+^; TIMP2^fl/fl^ and TIMP2^fl/fl^ mice (generated as described in Supplementary Information) were used at 2–3 months or 5–6 months of age unless indicated otherwise. Littermate controls were used for all experiments. Mice were maintained on a 12 h light/dark cycle at constant temperature (23 °C) with ad libitum access to food and water.

### Bulk RNA-sequencing

RNA-sequencing was performed on hippocampi dissected from WT and TIMP2 KO male and female mice. Quality of extracted RNA (RNeasy Mini Kit, Qiagen) was measured by Agilent TapeStation Bioanalyzer (Agilent Technologies), and all samples exhibited RNA Integrity Number (RIN) > 8. cDNA libraries were prepared with poly(A) selection and sequenced using Illumina Hiseq (2 × 150 bp paired-end) (Genewiz). At least 25 M clean reads were generated from each sample and mapped to the *Mus musculus* GRCm38 reference genome available on ENSEMBL, using STAR aligner (v.2.5.2b). After extraction of gene hit counts, DESeq2 was used for downstream differential expression analysis. Differentially expressed genes (DEGs; nominal *P* < 0.05*)* were used for Gene Set Enrichment Analysis (GSEA; https://www.gsea-msigdb.org/gsea/index.jsp; last accessed Spring 2023). Volcano plot was generated with R (version 4.1.2). Weighted gene co-expression network analysis (WGCNA) [17] was performed on all genes to identify modules with coordinated expression patterns according to TIMP2 genotype. Significant modules (*P* < 0.05) were analyzed by GSEA to examine gene ontology enrichment. RNA-seq data files are available as GEO accession GSE223188.

### Animal procedures

Mice were injected intraperitoneally (i.p.) once with 150 mg/kg of 5-bromo-2′-deoxyuridine (BrdU; Sigma) 24 h before sacrifice for cell proliferation assessment, or daily for 5 days, followed by sacrifice/perfusion 28 days after initial injection, for cell fate analysis. In vivo microdialysis proceeded according to previous methods [18] with some adaptations (described in Supplementary Information).

### Immunohistochemistry

For all immunohistochemistry experiments, mice were anesthetized with a cocktail of ketamine (90 mg/kg) and xylazine (10 mg/kg) and transcardially perfused with ice-cold 0.9% saline, and brains were postfixed in 4% paraformaldehyde and preserved with 30% sucrose before sectioning at 40 µm on a freezing-sliding microtome (SM2010R, Leica). Sections were incubated overnight with indicated primary antibodies, followed by fluorescent secondary antibodies. Image processing was performed with LSM 780 confocal microscope (Zeiss) using 40×/1.4 Oil DIC objective. Four equally-spaced sections per mouse were used to count the total number of positive cells within DG (subgranular zone and hilar subregions) using stereological principles. All counts were performed using FIJI in a blinded fashion, according to similar methods [4].

### Aggrecan and Homer1 puncta quantification

Quantification of the number of puncta by super-resolution microscopy proceeded according to similar methods [19]. Images were acquired by confocal imaging using LSM 880 with AiryScan in super-resolution mode (Zeiss) set with a 63X/1.4 Oil DIC objective with 5X optical zoom. Aggrecan puncta were quantified with Puncta Analyzer plugin [20] in ImageJ, and thresholding was applied equally across images. Colocalization of co-stained Aggrecan and Homer1 puncta was analyzed with the Puncta Analyzer plugin with a minimum pixel specification of 4. Three images in the molecular layer of the DG were averaged per mouse for analysis.

### Dendritic spine analysis by iontophoretic dye injections

Tissue was processed according to similar work [21], and then coronal sections were incubated in 250 ng/ml DAPI to enable DG identification. Sections were mounted on nitrocellulose membrane filters, immersed in ice-cold PB, and DG granule cells were iontophoretically injected with 5% Lucifer Yellow (Invitrogen) under a direct current of 3–8 nA until the dye filled distal ends of the dendrites, and then sections were mounted between spacers placed on gelatin-coated glass slides (#22-214-320, Thermo Fisher). Images of dendritic segments from DG granule cells at the suprapyramidal blade were acquired on a Zeiss LSM 780 confocal microscope using a 100x/1.46 Oil DIC M27 Plan-Apochromat objective, and stacks were acquired at 512 × 512-pixel resolution with a Z-step of 0.1 µm, optical zoom of 3.3×, pinhole setting of 1 Airy Unit, and optimal settings for gain and offset. Three z-stacks were imaged from each neuron. Confocal stacks were deconvolved using an iterative blind deconvolution algorithm (AutoQuant X, vX3.0.1, MediaCybernetics). Deconvolved stacks were analyzed using Neurolucida 360 (v2019.2.1; MBF Bioscience) for semi-automated reconstruction to determine spine density and morphology. Spines were classified as stubby, thin, mushroom, and filopodia, according to previous work [21, 22]. 4–5 mice per genotype, 6 neurons per mouse, and 3 dendrites per neuron were analyzed.

### Hippocampus-dependent behavior

#### Novel location recognition

Mice were habituated to the open-field arena for 6 min, following exposure to two different objects in fixed positions for three consecutive trials of 6 min each. On day 2, mice explored the same arena with one object displaced to a novel position. Time spent exploring each object was manually scored in a blinded fashion to assess the discrimination index for the novel location.

#### Contextual fear-conditioning

Mice were trained using a 2-shock contextual fear conditioning paradigm, as previously described [4]. Mice received two periods of 30 s consisting of a paired cue light and a tone of 1000 Hz, followed by a light foot-shock (2 s, 0.5 mA) separated by a 180 s interval (light foot-shock; Ugo Basile). Twenty-four hours later, mice were re-exposed to the same context for 3 min, and freezing levels (contextual) were measured using EthoVision XT system software (v14.0.1319, Noldus).

#### Barnes maze

Mice were tested on a circular Barnes maze in which mice navigate using visual cues to an alternating escape hole over four trials on each day of the task, as described [4]. Search strategy classification was manually performed based on methods adapted from previous work [23], categorized as localized, serial, random, scanning, focal, focal missense, targeted, and direct. Each related strategy was categorized into non-hippocampus-dependent strategies (localized, serial, random, and scanning), and hippocampus-dependent strategies (focal, focal missense, targeted, and direct). Cognitive performance of each trial on day 3 was scored according to the following, with a separation of 1 point between non-hippocampus-dependent and hippocampus-dependent strategies to account for additional cognitive complexity: localized=0, serial=1, random=2, scanning=3, focal=5, focal missense=5, targeted=6, direct=6. Focal and focal missense strategies are assigned “5”, as both are goal-directed strategies used without achieving the final target. Targeted and direct strategies were assigned “6” since both are goal-directed strategies with successful achievement of the final target.

### Statistical analysis

Aside from RNA-seq analysis, statistical analyses were performed using GraphPad Prism version 9.0 software (GraphPad Software) using tests described in figure legends. All experiments were performed in a blinded fashion, and randomization was performed where applicable. Some schematic illustrations were adapted from Biorender tools.

## Results

### TIMP2 is expressed in hippocampal neurons, and its deletion induces transcriptomic changes

TIMP2 exhibits high expression in the hippocampus relative to other brain regions [4]. To identify the cellular sources of TIMP2 in the hippocampus and to begin to probe its function in this region, we examined TIMP2 protein levels by confocal microscopy in various subfields of the hippocampus of 2-month-old wildtype (WT) male and female mice. We found that TIMP2 is expressed in the hilus of dentate gyrus (DG), as well as CA3 and CA1 subfields of the hippocampus, and we found that the majority of TIMP2-expressing cells also stain for pan-neuronal marker, NeuN, arguing that the major cellular source of TIMP2 expression in these areas was neuronal (Fig. 1A, B). We did not detect differential TIMP2 neuronal expression in the hilus/DG, CA3, and CA1 subfields between males and females (Supplementary Fig. 1A–C).

**Fig. 1:**
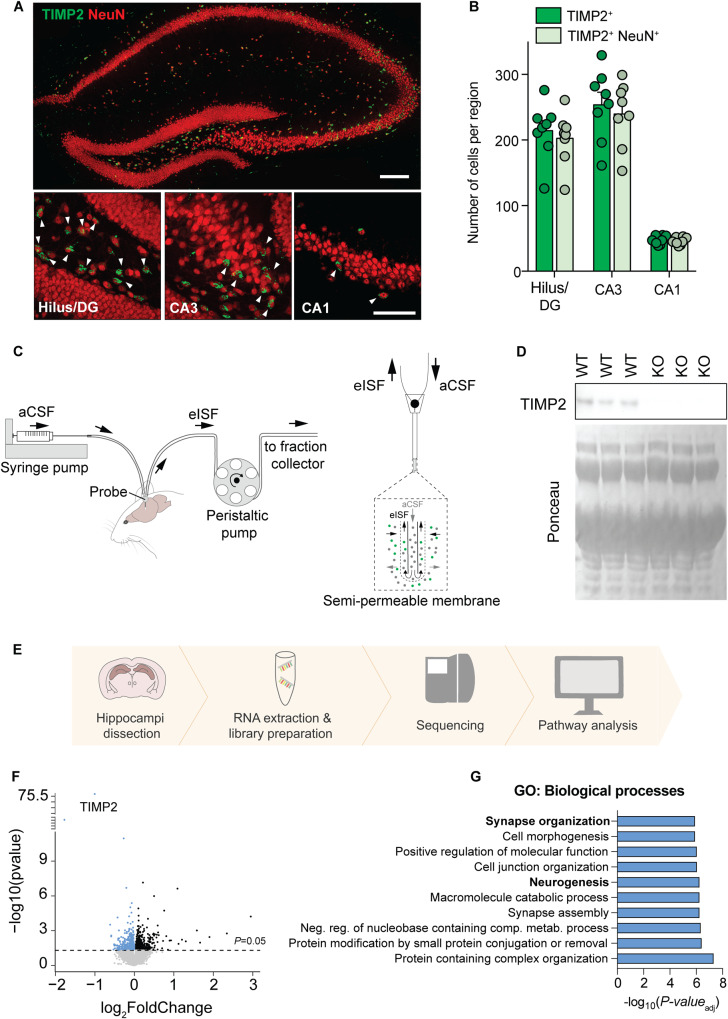
TIMP2 is expressed in neurons of the hippocampus, and its deletion induces transcriptomic changes. **A** Low-magnification view (upper image) of mouse hippocampus and high-magnification view (lower images) of hilus/DG, CA3, and CA1 subregions showing TIMP2^+^ cells and TIMP2^+^ cells staining for pan-neuronal nuclei marker NeuN. Scale bars, 200 μm and 20 μm (inset). **B** Quantification of the total number of TIMP2^+^ cells and TIMP2^+^ NeuN^+^ cells across hippocampal subregions in WT mice (2 months of age; *N* = 8, males and females). **C** Schematic representation of high molecular-weight cut-off (1-MDa) in vivo microdialysis for assessing TIMP2 levels in mouse hippocampal ISF. **D** TIMP2 immunoblotting of hippocampal ISF dialyzed from 2-month-old WT and TIMP2 KO mice, with corresponding Ponceau S stain. **E** Schematic representation of bulk RNA-seq workflow performed in isolated WT and TIMP2 KO hippocampi (*N* = 13–17 mice/group, sex-matched) for transcriptomic analysis. **F** Volcano plot showing the fold-change of genes (log_2_ scale) differentially expressed in hippocampus of TIMP2 KO vs. WT mice. Downregulated DEGs at nominal *P* < 0.05 are highlighted in blue (upregulated in black). **G** Top 10 significant pathways for downregulated DEGs from Gene Set Enrichment Analysis. Data are represented as mean ± SEM. DG dentate gyrus, eISF exchangeable interstitial fluid, aCSF artificial cerebrospinal fluid.

Given the high level of TIMP2 expression seen in neurons in the hippocampus, we characterized levels in the extracellular space adjacent to this cellular source. To measure extracellular levels of TIMP2 in this region, we implanted high molecular-weight cut-off (1 MDa) probes into hippocampi of freely moving, 2–3-month-old WT mice to measure interstitial fluid (ISF) levels of TIMP2 by in vivo microdialysis. TIMP2 was readily detectable in the ISF of hippocampus (Fig. 1D), and extrapolated values of exchangeable ISF TIMP2 were ~10.1 ± 0.16 ng/mL (*N* = 3) at a flow rate of 1 μl/min. Importantly, the 21–22 kDa TIMP2 band was absent in the ISF of hippocampus from mice in which TIMP2 has been deleted (KO) (Fig. 1D).

The high levels of TIMP2 within neurons and the extracellular space of the hippocampus argues for unappreciated roles for its function locally in this region, prompting us to examine the cellular and molecular processes regulated by TIMP2. To identify putative pathways involved in TIMP2 function in the hippocampus, we isolated hippocampi from WT and TIMP2 KO male and female mice and processed the tissue for RNA-sequencing (Fig. 1E). 

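Hippocampal RNA from 30 mice was sequenced from poly(A)-selected libraries. There were 13 TIMP2 KO mice (6 males and 7 females) and 17 WT mice (10 males and 7 females). The authors aligned the reads to GRCm38 with STAR and deposited the number of reads they counted on each gene in each mouse, without normalization. The paper's text does not name the counting program, its strand setting or the Ensembl release. Between 18345517 and 41081083 reads per TIMP2 KO mouse were counted on genes, with a median of 28180319. In WT mice the totals lay between 19445246 and 32098386, with a median of 27786898. The paper's reported depth of at least 25 M refers to clean reads before alignment, and the values given here use the counts on genes. The table lists 49315 genes by Ensembl identifier, of which 15765 had 0 counts in every mouse. Symbols and GRCm38 positions were taken from GENCODE release M21, which holds 49056 of the identifiers. Library sizes were normalized by edgeR's TMM method, and genes with too few counts for the group sizes were removed with its filterByExpr function, which left 16486 genes. TIMP2 KO and WT hippocampi were then compared by edgeR's quasi-likelihood test, with both sexes pooled as in the paper and without covariates. The paper's own comparison used DESeq2. DEGs were called at the paper's threshold, an unadjusted p under 0.05, and were counted separately after Benjamini-Hochberg adjustment. The test was tried on counts simulated from the means and dispersions of these mice, with 200 genes changed among the simulated genes. After adjustment it called 67% of the genes changed by a log2 fold change of 0.25, 87.5% of those changed by 0.5 and 97% of those changed by 1. These shares hold for 200 changed genes, with all genes simulated independently of one another. With fewer changed genes the adjustment is stricter and the shares would be lower. Changes smaller than 0.25 were not tried.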

A total of 905 differentially expressed genes (DEGs; nominal *P* < *0.05*) were identified in TIMP2 KO compared to WT (Fig. 1F), with TIMP2 being the top DEG, as expected. Of these genes, 449 DEGs were downregulated in TIMP2 KO hippocampi (Fig. 1F). 

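In total, 829 of the 16486 genes tested had an unadjusted p under 0.05 (5.03%). A test without any difference between groups gives that result for 824.3 of 16486 genes on average. Without a filter on low counts, 1971 genes had an unadjusted p under 0.05, the largest change among the alternatives. The median absolute log2 fold change of the 829 DEGs was 0.10, and 621 of them (74.9%) changed by less than 0.2. After Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test, 9 genes had an adjusted p under 0.05, Timp2 among them. Timp2 (ENSMUSG00000017466) lies on the minus strand of chromosome 11 of GRCm38 from 118301069 to 118355740 and had the smallest p of all genes tested. Its level, in counts scaled to library size (CPM), was 158 ± 10.5 CPM in TIMP2 KO mice (SD, n = 13) and 317 ± 39.8 in WT mice (SD, n = 17). The log2 fold change was -0.999 (standard error 0.05, adjusted p = 7.62e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Timp2 level in TIMP2 KO mice was thus 50.1% of that in WT mice. No TIMP2 KO mouse, at 130 to 171 CPM, reached the lowest WT mouse, at 256 CPM. Timp2 was counted on at least 2980 reads in every TIMP2 KO mouse. A further gene, Cep295nl, lies within Timp2 on the same strand and had at most 6 counts in any mouse.

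**Figure D1:**
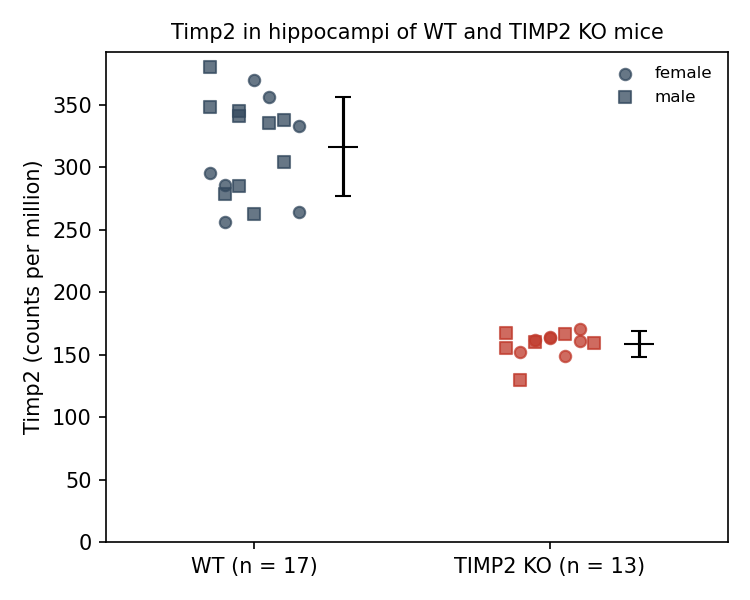
Timp2 level of each mouse in CPM, by genotype, with circles for females and squares for males. The horizontal lines and bars are the mean and SD, and the TIMP2 KO mice lie between 130 and 171 CPM, below every WT mouse.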

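Of the 829 DEGs, 422 had lower and 407 had higher levels in TIMP2 KO than in WT hippocampi. A change of at least 2-fold was found in 6 of the DEGs, 1 of them downregulated (2900041M22Rik). Timp2, with a log2 fold change of -0.999, fell just short of 2-fold and is not among the 6. With the males alone, 272 genes were downregulated at an unadjusted p under 0.05, and with DESeq2's Wald test 535 were. Among the 9 genes with an adjusted p under 0.05, 5 were downregulated and 4 upregulated. Apart from Timp2, 7 of these genes lie on chromosome 11 within 10 Mb of Timp2, and the other is Ttr on chromosome 18. Within 20 Mb of Timp2, 7 of 399 other genes tested had an adjusted p under 0.05, against 1 of 16086 elsewhere (2-sided Fisher's exact test, p = 3.62e-11). The gene 2900041M22Rik (ENSMUSG00000054418), at 117611247 to 117613857, fell by 1.78 on the log2 scale (standard error 0.14, adjusted p = 1.11e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level was 0.545 ± 0.189 CPM in TIMP2 KO mice (SD, n = 13) and 1.88 ± 0.377 in WT mice (SD, n = 17). By the same test, the other downregulated genes of the region were Hexdc (log2 fold change -0.25, standard error 0.04), Mettl23 (-0.23, standard error 0.04) and Cant1 (-0.10, standard error 0.02). The upregulated genes of the region were Gm11733 (log2 fold change 1.04, standard error 0.19), C1qtnf1 (0.52, standard error 0.10) and Rab40b (0.23, standard error 0.04). Gm11733 had between 2 and 24 counts per mouse. Hexdc overlaps Ogfod3 and Cybc1 on the opposite strand, and Mettl23 overlaps Jmjd6 and Srsf2 on the opposite strand and Mfsd11 on its own, so their counts are uncertain. Ttr had a log2 fold change of 3.67 (standard error 0.73, adjusted p = 0.0326 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mean Ttr in TIMP2 KO mice was 73.0 CPM (SD 173, n = 13) with a median of 5.0, and without the female with the highest level the mean was 26.1 (n = 12). With sex as a covariate, the adjusted p of Ttr from the same test was 0.229.

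**Figure D2:**
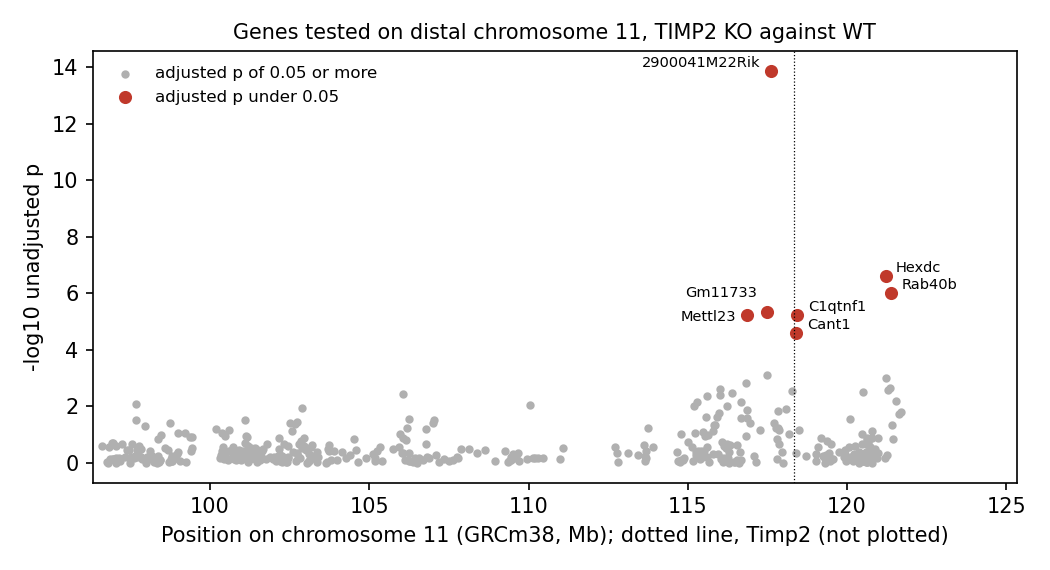
Unadjusted p of each gene tested on distal chromosome 11 (as -log10) against its position in Mb on GRCm38. Red points are the 7 genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the dotted line marks Timp2, which is not plotted.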

To gain insights into how the altered transcriptome may reflect altered biological processes, we performed gene set enrichment analysis (GSEA) [24]. Downregulated DEGs in TIMP2 KO were enriched for a number of Gene Ontology (GO) Biological Processes related to plasticity, including “cell morphogenesis”, “neurogenesis”, and “synapse organization” (Fig. 1G). 

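Gene lists drawn up beforehand by hand and Reactome gene sets stood in for the Gene Ontology sets of the paper, so the memberships differ. The 32 lists were compared with the 422 downregulated and, separately, the 407 upregulated DEGs by a 1-sided Fisher's exact test against the genes tested. Benjamini-Hochberg adjustment covered all 64 comparisons, and 4 of them had an adjusted p under 0.05. Of 88 synapse organization genes tested, 8 were among the downregulated DEGs, where 2.25 were expected (odds ratio 3.86, adjusted p = 0.0297). Under the alternatives there were 2 to 10 of the 88, with 10 in females alone, 2 in males alone, and 3 after sex and surrogate variables were fitted as covariates, and the adjusted p was 1.000 in the last 2 of these. Of 12 dentate gyrus granule cell genes, 5 were among the downregulated DEGs (Dock10, Dsp, Prox1, Stxbp6 and Tdo2), where 0.31 were expected (odds ratio 27.5, adjusted p = 1.56e-04). Of 37 adult neurogenesis genes, 1 was among them (Prox1), where 0.95 were expected (p = 0.617). The Reactome set Neuronal System had 7 of 232 genes among the downregulated DEGs, where 5.94 were expected (p = 0.384). With all genes of the table as the background in place of the genes tested, 8 comparisons had an adjusted p under 0.05. When all genes were used without a threshold, the synapse organization list moved down by limma's camera with a preset correlation (median log2 fold change -0.02, adjusted p = 0.00295). That call did not hold under fry or with an estimated correlation, and neither did the other 4 calls of camera. The mean log2 level of the synapse organization genes was below the WT median in 10 of 13 TIMP2 KO mice (2-sided permutation test, p = 0.227, adjusted p = 0.910). That of the dentate gyrus granule cell genes was below it in 9 of 13 (same test, p = 0.0388, adjusted p = 0.414).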

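Among the 407 upregulated DEGs, 1 of 53 cell death genes tested was found (Cycs), where 1.31 were expected (1-sided Fisher's exact test, p = 0.735). The Reactome set Programmed Cell Death had 4 of 137 genes among them (Cycs, Psmc5, Psmd7 and Ywhaq), where 3.38 were expected (p = 0.439). The Reactome set Cellular responses to stress had 12 of 203 genes, where 5.01 were expected (p = 0.00467, adjusted p = 0.0597). The list of immediate early genes, which neurons transcribe within minutes of activity, had 14 of 30 genes among the upregulated DEGs, where 0.74 were expected (odds ratio 35.8, adjusted p = 1.63e-13). Arc, Egr1, Fos, Fosb, Junb and Npas4 were among the 14. Their number fell to 1 with females alone, and to 3 with sex and surrogate variables as covariates. With males alone the list had the smallest adjusted p of all comparisons (4.42e-08 by the same Fisher's exact test). Each sex alone had fewer mice, and a difference between the sexes was not tested for this list. Averaged over the list, the log2 level was 4.81 ± 0.28 in TIMP2 KO mice (SD, n = 13) and 4.57 ± 0.28 in WT mice (SD, n = 17). This difference of 0.24 had a p of 0.0298 by a 2-sided permutation test and an adjusted p of 0.414 over the 32 lists. It was above the WT median in 11 of 13 TIMP2 KO mice. Of 9 choroid plexus genes tested, 7 were among the upregulated DEGs, where 0.22 were expected (adjusted p = 5.86e-09 by the same Fisher's exact test). With sex and surrogate variables as covariates, 1 of them was (adjusted p = 0.932). The mean log2 level of these 9 genes was 2.00 ± 0.93 in TIMP2 KO mice (SD, n = 13) and 1.47 ± 0.41 in WT mice (SD, n = 17), with a p of 0.0378 by a 2-sided permutation test and an adjusted p of 0.414 over the 32 lists.

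**Figure D3:**
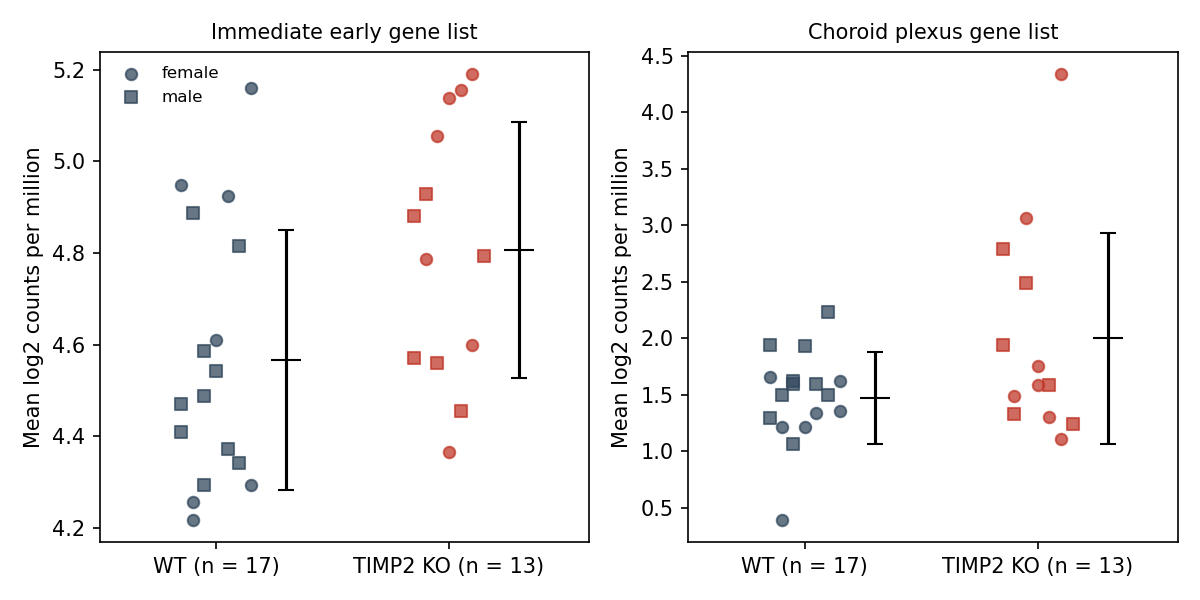
Mean log2 CPM of the immediate early genes and of the choroid plexus genes in each mouse, with circles for females, squares for males, and the mean and SD beside them. The genotypes overlap in both plots, with means of 4.81 in TIMP2 KO and 4.57 in WT mice for the immediate early genes.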

Upregulated DEGs in TIMP2 KO were enriched in functions that included “regulation of cell death”, among others (Supplementary Fig. 1E). 

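A signed co-expression network was built from the 16486 genes tested in all 30 mice, with a soft power of 14 and at least 30 genes per module as in the paper. The tree was divided at a fixed height in place of the dynamic division of the WGCNA package, and the values were not adjusted for harvest date. This gave 34 modules holding 11703 genes (71.0%). The eigengene of each module was correlated with genotype, with a permutation test of 100000 resamples. At an unadjusted p under 0.05 there were 3 modules, and 1.7 of 34 tests reach that level without a difference between groups. None of the 34 modules had an adjusted p under 0.05, and the smallest adjusted p was 0.179. Module 13 (85 genes, r = 0.443, p = 0.0113) and module 27 (36 genes, r = 0.443, p = 0.0122) were higher in TIMP2 KO mice. The module that held most immediate early genes, module 9 (165 genes), had an r of 0.360 (p = 0.0515). With the 8000 most variable genes alone, 2 of 23 modules had an unadjusted p under 0.05. Timp2 itself was in no module.

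**Figure D4:**
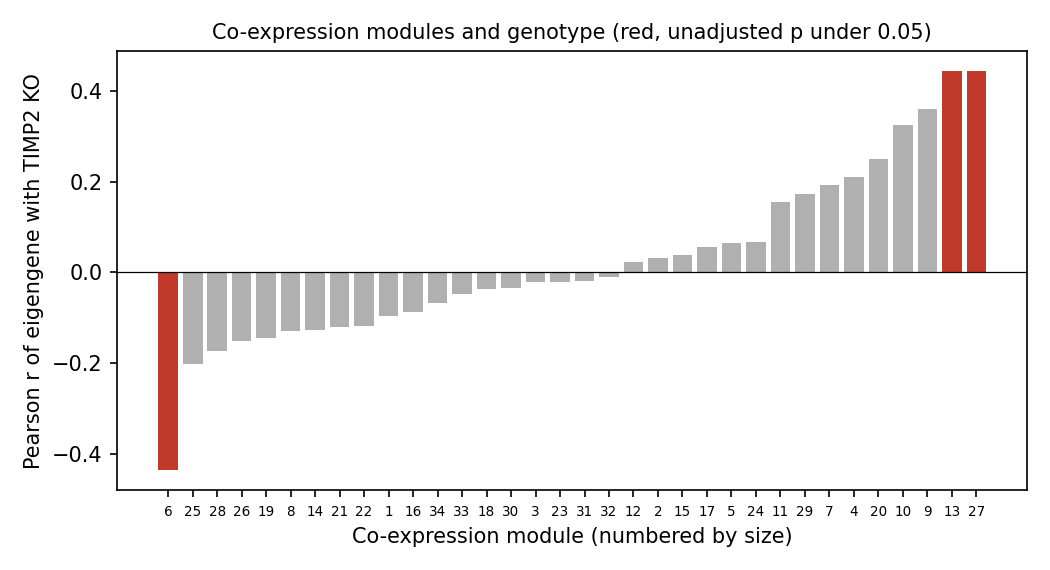
Pearson r of the eigengene of each of the 34 co-expression modules with genotype over 30 mice, with positive values where the module was higher in TIMP2 KO. The modules are numbered by size, and the 3 red bars are those with an unadjusted p under 0.05.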

Using an independent and unsupervised approach, weighted gene co-expression network analysis (WGCNA), to understand pathways disrupted in TIMP2 KO hippocampus, we found several significant modules of correlated genes (Supplementary Fig. 1F). The gene set from the most significant downregulated module, “pale turquoise”, was significantly enriched for Biological Processes and Cellular Components related to “neurogenesis”, “dendritic tree”, and “synapse” (Supplementary Fig. 1G, H), reinforcing that TIMP2 may be involved in plasticity processes.

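The module with the lowest correlation, module 6, held 393 genes and had an r of -0.436 with TIMP2 KO over 30 mice (permutation test, p = 0.0158, adjusted p = 0.179 over 34 modules). Its overlap with each gene list was compared with that of the genes tested by a 1-sided Fisher's exact test, adjusted over all modules and lists. Of the 12 dentate gyrus granule cell genes, 8 were in module 6, where 0.29 were expected (adjusted p = 6.02e-09). The Reactome set Neuronal System had 13 of 232 genes in it, where 5.53 were expected (p = 0.00387, adjusted p = 0.175). The synapse organization list had 5 of 88 genes in it, where 2.1 were expected (p = 0.0591). Under the 4 alternatives for building the network, the lowest r of a module lay between -0.401 and -0.438. The module with the lowest r shared 169 genes with module 6 at a power of 8, 211 after removal of sex and 348 with another height of division. With the 8000 most variable genes the module with the lowest r held 35 genes and shared 0 with module 6. The module there that held most genes of module 6 had an r of -0.029. From the pathways enriched in its own module and in the downregulated DEGs, the paper proposes that TIMP2 may be involved in plasticity processes, and it goes on to examine the processes those pathways name.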

### TIMP2 is necessary for adult neurogenesis in the dentate gyrus

To evaluate the extent to which our discovery-based pathway approach from RNA-seq highlighted processes that may be regulated by TIMP2, we examined the key cellular processes implicated. As one of the top downregulated pathways in hippocampus of TIMP2 KO vs. WT mice was “neurogenesis”, we used confocal microscopy to begin to address whether adult neurogenesis processes within the DG are indeed altered by absence of TIMP2. To examine whether TIMP2 regulates overall cell proliferation, we injected WT and TIMP2 KO mice with the proliferation marker bromodeoxyuridine (BrdU), which labels the pool of proliferating cells in the subgranular zone (SGZ) of DG (Fig. 2A). We found that the DG of TIMP2 KO mice had significantly fewer proliferating cells than in WT mice (Fig. 2C), as quantified by the total number of BrdU^+^ cells (Fig. 2D). We observed a similar result when analyzing the pool of Ki67^+^ cells in the SGZ (Fig. 2E, F), which marks a larger pool of proliferating cells in other phases. We next analyzed the pool of neural progenitor cells and the immature neuroblasts they ultimately give rise to, using SRY-Box Transcriptional Factor 2 (Sox2) and doublecortin (DCX) as markers, respectively. Deletion of TIMP2 resulted in a significant decrease in the number of Sox2^+^ neural progenitor cells (Fig. 2G, H), and of DCX^+^ immature neurons (Fig. 2I, J). In the subventricular zone (SVZ), a neurogenic niche in which we found TIMP2 levels are low (Supplementary Fig. 2A), proliferation assessed by BrdU^+^ cell number was indistinguishable between TIMP2 KO and WT mice (Supplementary Fig. 2B, C).

**Fig. 2:**
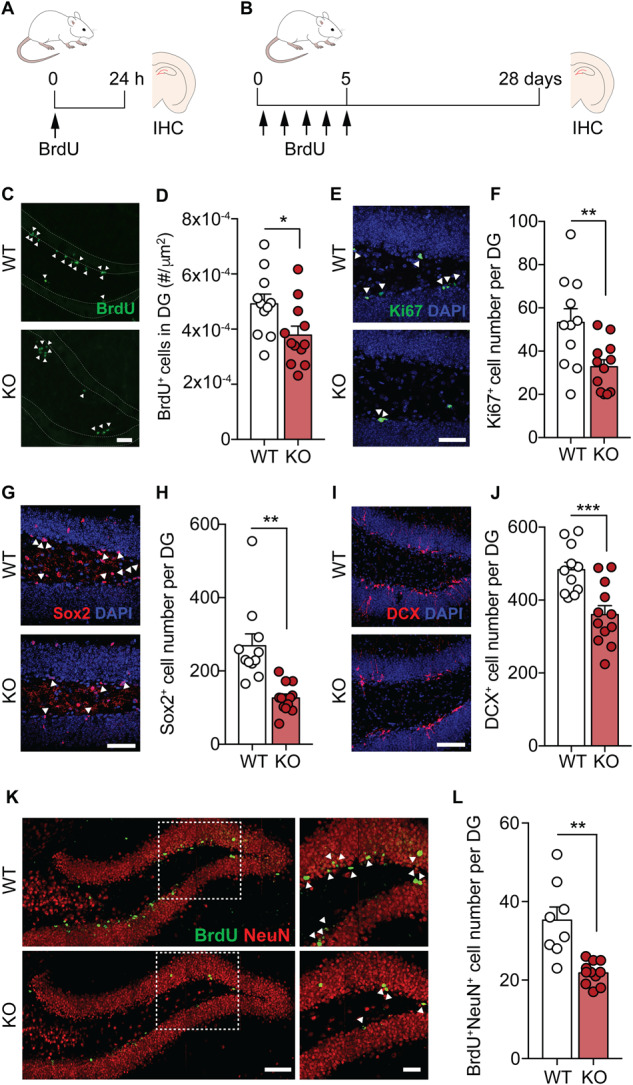
TIMP2 is necessary for adult neurogenesis in the normal dentate gyrus. **A** Schematic timeline of BrdU intraperitoneal injection protocol to label proliferating cells in the DG in isolated brain sections. **B** Schematic timeline of BrdU intraperitoneal injection protocol used for cell fate “survival” labeling in the DG of isolated brain sections. **C** Representative confocal microscopy images of BrdU^+^ cells in the DG of WT and TIMP2 KO mice (2–3 months of age, *N* = 11–12 mice per group; arrowheads indicate BrdU^+^ cells; scale bar, 50 μm) with corresponding (**D**) quantification of number of BrdU^+^ cells in the DG per unit area. **E** Representative confocal microscopy images of proliferating Ki67^+^ cells in the DG of WT and TIMP2 KO mice (2–3 months of age, *N* = 11–12 mice per group; arrowheads indicate Ki67^+^ cells; scale bar, 50 μm) with corresponding (**F**) quantification of the number of Ki67^+^ proliferating cells per DG in WT and TIMP2 KO mice. **G** Representative confocal microscopy images of Sox2^+^ cells in the DG of WT and TIMP2 KO mice (2–3 months of age, *N* = 11–12 mice per group; arrowheads indicate Sox2^+^ cells; scale bar, 50 μm) with corresponding (**H**) quantification of Sox2^+^ neural progenitor cells in the DG of WT and TIMP2 KO mice. **I** Representative confocal microscopy images of DCX^+^ cells in the DG of WT and TIMP2 KO mice (2–3 months of age, *N* = 11–12 mice per group; scale bar, 50 μm) with corresponding (**J**) quantification of DCX^+^ immature neuroblasts in DG of WT and TIMP2 KO mice. **K** Representative confocal microscopy images of BrdU^+^ NeuN^+^ cells in DG of WT and TIMP2 KO mice (2–3 months of age. *N* = 8–11 mice per group; scale bar, 100 μm and 50 μm (inset)) with corresponding (**L**) quantification of newborn neurons (BrdU^+^ NeuN^+^ cells) in the DG of WT and TIMP2 KO mice. Data are represented as mean ± SEM. Student’s *t* test for two-group comparisons (with Welch’s correction for (**H**) and (**L**)). *P < 0.05; **P < 0.01; ***P < 0.001. Data points represent individual mice. IHC immunohistochemistry, DG dentate gyrus, DCX doublecortin.

To examine whether the disrupted pool of neuroblasts in the DG corresponds to a differing number of surviving immature neurons, we injected TIMP2 KO and WT mice by pulse-chase labeling with BrdU for 5 days and quantified the number of label-retaining, surviving BrdU^+^ NeuN^+^ neurons in the SGZ of DG 4 weeks later (Fig. 2B). Using this paradigm, we found that the DG of TIMP2 KO mice had significantly fewer newborn neurons compared with the DG of WT mice (Fig. 2K, L). Together, these results are consistent with TIMP2-mediated roles in adult neurogenesis and related pathways uncovered by our transcriptomic analysis.

### TIMP2 regulates dendritic spine plasticity in the dentate gyrus

Our transcriptomic data in TIMP2 KO hippocampi suggest a role for TIMP2 acting within the hippocampus to modulate plasticity processes, including “synapse organization”, possibly at the structural level. To evaluate the impact of TIMP2 deletion on dendritic spines, the cellular substrates of memory storage [25], we turned to a rigorous method to sensitively quantify dendritic spines and classify them. We performed Lucifer Yellow iontophoretic dye-filling of mature DG granule cells in isolated slices from TIMP2 KO and WT mice for high-resolution imaging and reconstruction (Fig. 3A) [22, 26]. We found that neurons in the DG of TIMP2 KO mice exhibited significantly reduced dendritic spine density compared to those in WT DG (Fig. 3B, E). We then used automated classification algorithms [22, 27] to classify and quantify spines based on morphology, as a readout of spine plasticity. Intriguingly, we found a significantly higher proportion of immature thin spines in labeled DG neurons from TIMP2 KO mice compared to those in WT mice (Fig. 3C, E) and a significantly decreased proportion of mature mushroom spines (Fig. 3D, E) exhibited by TIMP2 KO relative to WT DG neurons. Mushroom spines are a particularly stable class of spines with lower turnover [28] and are proposed to serve as structural correlates of memory [29]. Of note, our observations of spines in DG neurons of TIMP2 KO mice are in line with previous descriptions of altered synaptic function upon TIMP2 modulation [4], including long-term potentiation, which was shown to be affected by modulating levels of TIMP2 [4]. Collectively, these results suggest that TIMP2 may act to promote plasticity through regulation of adult neurogenesis and dendritic spine formation.

**Fig. 3:**
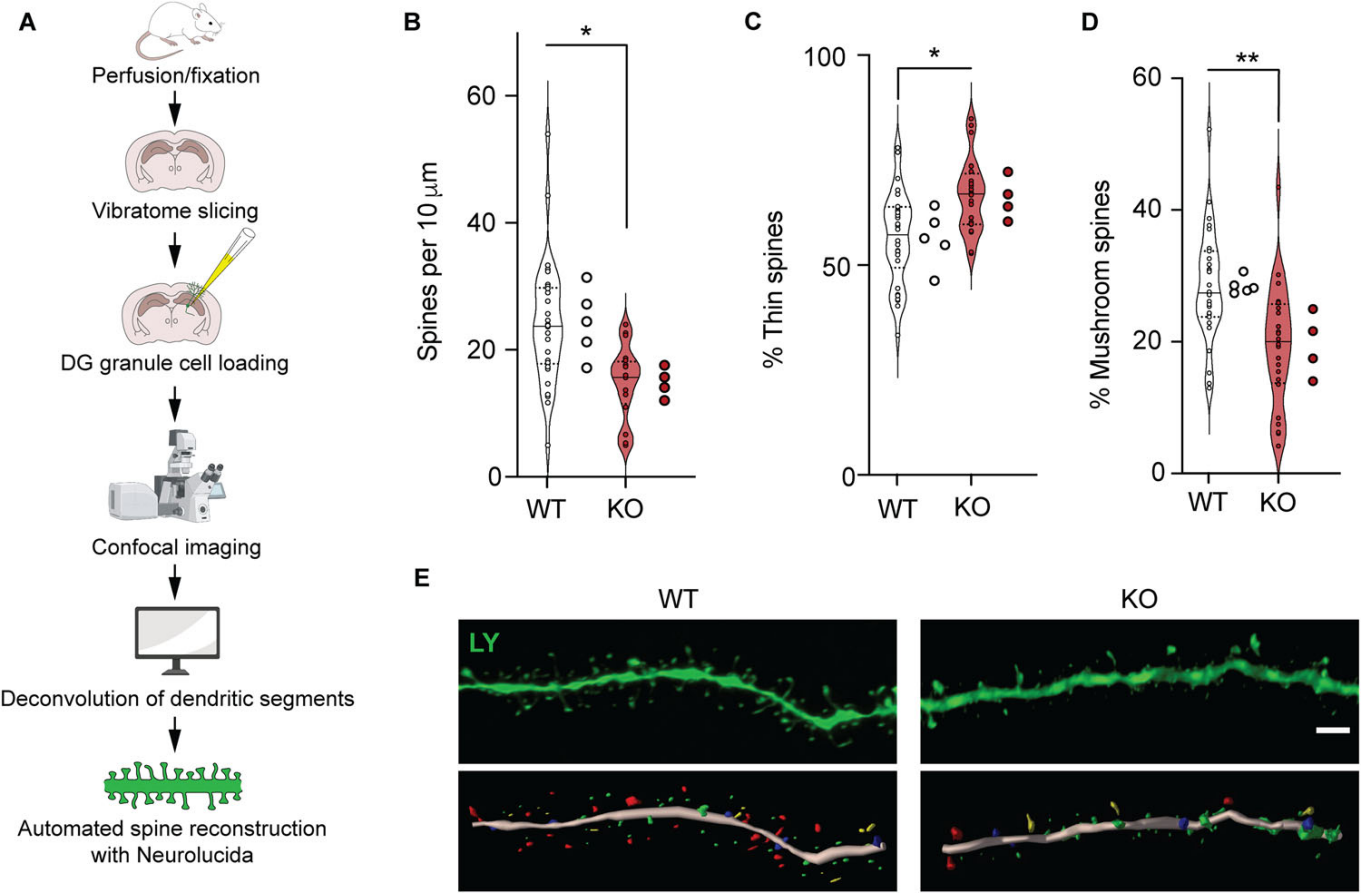
TIMP2 regulates dendritic spine plasticity within the dentate gyrus. **A** Schematic representation of the workflow for dendritic spine quantification in Lucifer Yellow-filled DG granule cells. **B** Overall dendritic spine density in DG granule cells iontophoretically labeled with Lucifer Yellow using sections isolated from six-month-old WT and TIMP2 KO mice (*N* = 6 neurons per mouse from *N* = 4–5 mice per group). **C** Quantification of the percentage of spines categorized according to “thin” spine heads or (**D**) “mushroom” spine heads. **E** Representative deconvolved confocal image of a dendritic segment from WT and TIMP2 KO Lucifer Yellow-labeled brain sections, and the downstream 3D reconstructions, with dendritic segment shown in pink, thin spines in green, stubby in blue, mushroom in red, and filopodia in yellow. Scale bar, 2 μm. Data are represented as mean ± SEM. Nested *t*-test for comparisons with neuron and mouse as levels. *P < 0.05; **P < 0.01. Data points represent neurons (left) and mice (right) for each group. LY Lucifer Yellow.

### TIMP2 is required for hippocampus-dependent memory function

The hippocampus is critical for spatial memory and learning, likely through regulation of adult neurogenesis in the DG (reviewed in [30]), as well as through changes in synaptic structure [31, 32]. The changes we observed in both adult neurogenesis and dendritic spine plasticity in TIMP2 KO hippocampi prompted us to investigate whether TIMP2 is involved in hippocampus-dependent memory and learning. We first utilized the novel location recognition task (Fig. 4A), in which mice use spatial cues in their arenas to learn and associate the positions of objects in space. Twenty-four hours after training, we observed that TIMP2 KO mice exhibited significantly decreased preference for the training object when displaced, as indicated by the reduced discrimination index (Fig. 4B), thus suggesting a critical role of TIMP2 in spatial memory in healthy mice. We next employed contextual and cued fear-conditioning to evaluate whether the mice differ in the ability to discriminate the previously aversive training context or a new cue-driven context (Fig. 4C). Assessment of context discrimination revealed significantly reduced freezing behavior by TIMP2 KO mice, suggesting impaired hippocampus-associated contextual discrimination in the absence of TIMP2 (Fig. 4D, E), while amygdala-associated cued freezing levels were unchanged (Supplementary Fig. 3A). We next examined whether more complex hippocampus-dependent spatial memory was altered in a Barnes maze assay in which mice use a variety of strategies while navigating an illuminated maze surface to an escape hole using spatial cues. Strategies were divided into non-hippocampus-dependent and hippocampus-dependent with increasing levels of cognitive demand (Fig. 4F) [23]. Analysis of the strategies used to reach the escape hole revealed that TIMP2 KO mice delayed the switch from non-hippocampus-dependent to hippocampus-dependent strategies while performing the task (Fig. 4G). On day 3 of the Barnes maze, a significantly lower proportion of TIMP2 KO mice used hippocampus-dependent strategies compared to WT mice (Fig. 4H). Further categorization of cognitive performance by scoring the different strategies according to level of complexity related to spatial learning [33] showed that TIMP2 KO mice achieved significantly lower cognitive scores relative to WT mice (Fig. 4I), consistent with impaired hippocampus-dependent function in TIMP2 KO mice in the Barnes maze.

**Fig. 4:**
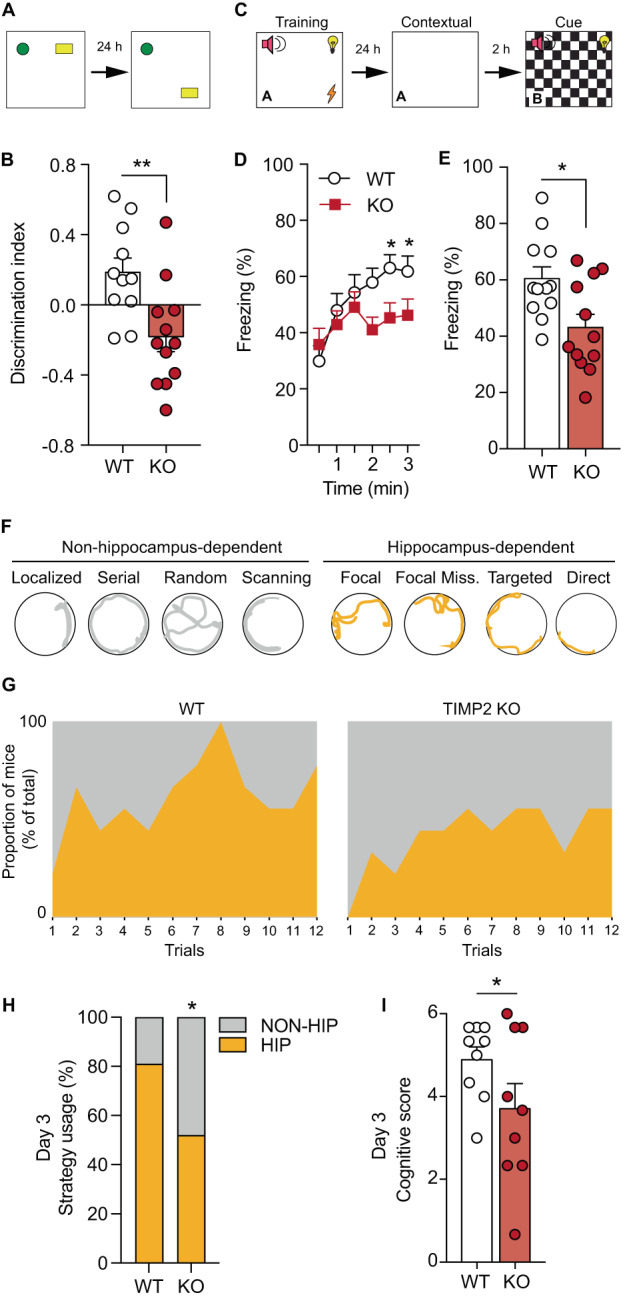
TIMP2 is required for hippocampus-dependent memory function. **A** Schematic of the novel location recognition assay. **B** Discrimination index for novel location recognition on day 2 for WT and TIMP2 KO mice (2–3 months of age, *N* = 11–12 mice per group). **C** Schematic of the contextual and cued fear-conditioning assay. **D**, **E** Freezing levels by interval and overall measured in the conditioned-fear context A in WT and TIMP2 KO mice (2-3 months of age, *N* = 11–12 mice per group). **F** Schematic diagram of modified Barnes maze with color coding for overall strategy classification. **G** Proportion of WT and TIMP2 KO mice using non-hippocampus-dependent (gray) and hippocampus-dependent (yellow) strategies during the testing trials (2–3 months of age, *N* = 9 mice per group). **H** Strategy utilization by WT and TIMP2 KO mice on day 3 of the Barnes Maze and corresponding (**I**) cognitive scores, ranked by strategy complexity for WT and TIMP2 KO mice on day 3 in the Barnes Maze. Data are represented as mean ± SEM. Student’s *t* test for two-group comparisons in (**B**, **D**, **E**), chi-square test in (**H**), and nested *t*-test (**I**) for trial and mouse levels. *P < 0.05, **P < 0.01. Data points represent individual mice.

Importantly, we did not detect differences in motor function and overall activity in TIMP2 KO mice (Supplementary Fig. 3B–J). Motor coordination perturbations have been reported in TIMP2 mutant mice [13], so we subjected the mice to a wide battery of motor function, coordination, and activity assays, including rotarod, open field, wire testing, pole testing, and grip strength, none of which revealed changes in corresponding function between TIMP2 KO and WT mice (Supplementary Fig. 3B–I). We detected impaired clasping behavior in TIMP2 KO relative to WT mice (Supplementary Fig. 3J), as previously reported [13], but this form of motor coordination does not impact performance observed for TIMP2 KO mice in the wide range of hippocampus-dependent tasks utilized. No differences in anxiety-related behaviors in the open field were observed between WT and TIMP2 KO mice (Supplementary Fig. 3F). Collectively, these results indicate a critical role for TIMP2 in regulation of hippocampus-dependent memory.

### TIMP2 ablation leads to accumulation of ECM in the hippocampus

We next investigated potential mechanisms that may account for how spine formation and adult DG neurogenesis are regulated by TIMP2. Outside the brain, TIMP2 has been linked to ECM degradation and remodeling through its canonical binding partner MMP2 [6, 7]. Brain ECM is dynamic, and accumulating evidence suggests a role for ECM and its components in the regulation of synaptic plasticity, including in spine remodeling [19, 34], adult neurogenesis [35], and cognition [35]. We first assessed the levels of pro-MMP2 in lysates of hippocampi from TIMP2 KO and WT mice. Interestingly, in the absence of TIMP2, we found significantly elevated levels of MMP2, both at the gene (Fig. 5A) and protein (Fig. 5B,C) levels, reflecting an accumulation in response to loss in TIMP2 signaling and pointing to a potential disruption in ECM turnover in the hippocampus. Since TIMP2 canonically facilitates conversion of pro-MMP2 to active MMP2 gelatinase [6], we next measured MMP2 activity by in vivo zymography [36]. A fluorescein-quenched gelatin substrate that fluoresces upon cleavage by active MMP2/9 was injected stereotaxically in the hippocampus, revealing high activity in the WT hippocampus that is lost with TIMP2 deletion (Fig. 5D, E). Together with our data showing that MMP9 is not significantly altered by TIMP2 deletion (Fig. 5F), our results argue that TIMP2 deletion results in aberrant MMP2 regulation.

**Fig. 5:**
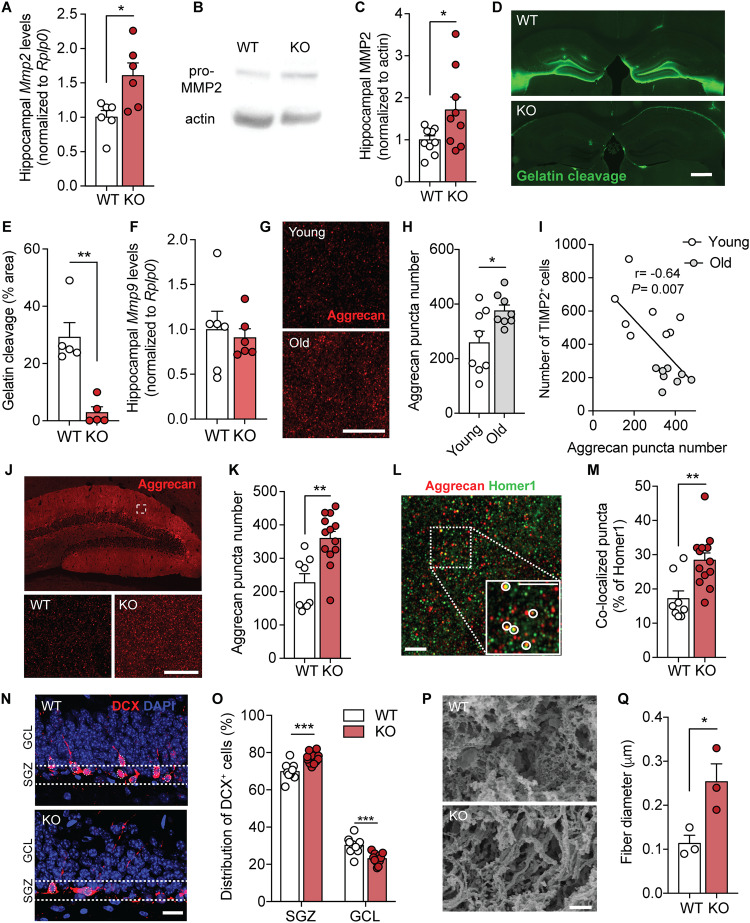
TIMP2 ablation leads to accumulation of ECM within the hippocampus. **A** *Mmp2* mRNA levels by qPCR from isolated hippocampus of WT and TIMP2 KO mice (2–3 months of age, *N* = 6 mice per group). **B** Immunoblotting of MMP2 from hippocampal lysates of WT and TIMP2 KO mice (2–3 months of age, *N* = 9 mice per group) with corresponding (**C**) quantification of MMP2 protein levels. **D** Representative images of fluorescence following DQ gelatin injection into 5-month-old WT and TIMP2 KO hippocampus with corresponding (**E**) quantification of fluorescence in hippocampus as percentage area (*N* = 5 mice per group; scale bar, 500 μm). **F** *Mmp9* mRNA levels by qPCR from isolated hippocampus of WT and TIMP2 KO mice (2–3 months of age, *N* = 6 mice per group). **G** Representative confocal microscopy images of aggrecan puncta in the molecular layer of the DG from young (3-month-old) and old (21-month-old) mice (*N* = 8 mice per group; scale bar, 5 μm), with corresponding (**H**) quantification of aggrecan puncta number. **I** Scatterplot of TIMP2^+^ cell number and aggrecan levels in young (3-month-old) and old (21-month-old) hippocampus. (*N* = 8 mice per group; Pearson correlation coefficient (r) = −0.64, *P* = 0.007). **J** Representative confocal microscopy images showing aggrecan puncta in the molecular layer of DG at low-magnification (top) and high-magnification (bottom) of analysis inset from WT and TIMP2 KO mice (2–3 months of age, *N* = 8–13 mice per group; scale bar, 5 μm) with corresponding (**K**) quantification of puncta. **L** Representative confocal microscopy image indicating colocalized puncta (see inset) with corresponding (**M**) quantification of aggrecan and homer1 co-localization in the molecular layer of DG from WT and TIMP2 KO mice (2–3 months of age, *N* = 8–13 mice per group; scale bar, 2.5 μm). **N** Representative images showing the migration of DCX^+^ cells in the SGZ and GCL of WT and TIMP2 KO mice (2–3 months of age, *N* = 11–12 mice per group, scale bar, 20 μm with corresponding (**O**) quantification of DCX^+^ cells distributed in the subgranular zone (SGZ) and granule cell layer (GCL) of DG. **P** Representative surface scanning electron microscopy (SEM) from DG of WT and TIMP2 KO mice (2–3 months of age, *N* = 3 mice per group, scale bar, 2 μm, with corresponding (**Q**) quantification of ECM microarchitecture in terms of fiber diameter measurements. Data are represented as mean ± SEM. Student’s *t* test for two-group comparisons. *P < 0.05, ** *P* < 0.01, ***P < 0.001. Data points represent individual mice.

Recent work indicates that brain ECM levels increase with age in parallel with age-dependent cognitive decline [37]. In the brain, chondroitin sulfate proteoglycans (CSPGs) are the major class of ECM proteins [38, 39]. The proteoglycan aggrecan, a core CSPG expressed in perineuronal nets in the brain, is highly enriched in the ECM of the DG [40] and has been linked to synaptic plasticity [41] and memory [42, 43]. Using super-resolution confocal imaging, we find that aggrecan is significantly increased in the hippocampus of aged mice (Fig. 5G, H), which is significantly correlated with the declining levels of hippocampal TIMP2 with age [4] (Fig. 5I). We therefore analyzed aggrecan distribution in the hippocampus of young WT and TIMP2 KO mice and found that TIMP2 KO mice exhibited a significant increase in the density of aggrecan puncta in the DG molecular layer (Fig. 5J, K), the same area where we observed impaired spine remodeling in TIMP2 KO relative to WT mice (Fig. 3). In support of this effect, we found that the intensity of *Wisteria floribunda* agglutinin (WFA)-positive perineuronal nets in the DG was similarly increased in the DG of TIMP2 KO compared to WT mice (Supplementary Fig. 4A, B).

To further determine if TIMP2 remodeling of the ECM could affect accumulation of ECM near synapses given the synaptic deficits we observed in these neurons, we analyzed aggrecan colocalization with the postsynaptic protein Homer1. We observed that the DG of TIMP2 KO mice exhibited significantly increased colocalization of aggrecan with Homer1 relative to that observed in WT DG (Fig. 5L, M). These data indicate that TIMP2 normally promotes ECM remodeling and limits its deposition near synapses.

We next further characterized the relationship between TIMP2’s effect on ECM and adult neurogenesis, considering the known roles of ECM and its related components in the regulation of proliferation and migration of newborn neurons (reviewed in [44]). To explore this possibility, we evaluated migration of newborn neurons toward the molecular layer by examining the distribution of DCX^+^ immature neuroblasts in the SGZ relative to that in the GCL of the DG [45]. We detected a significantly lower proportion of DCX^+^ immature neurons distributed in the GCL of TIMP2 KO mice relative to WT (Fig. 5N, O), reflecting a process whereby migration of newborn neurons within the DG is impaired in the absence of TIMP2. These data suggest that the absence of TIMP2 leads to a tighter ECM structural environment that acts to spatially restrict the migration of newborn neurons and plasticity of synapses, thus affecting overall adult neurogenesis and spine dynamics. In support of this concept, we measured structural changes in the ECM of TIMP2 KO mice by performing surface scanning electron microscopy (SEM) on decellularized brains isolated from TIMP2 KO and WT mice. Interestingly, we detected altered ECM microarchitecture in the form of thicker ECM fibers (Fig. 5P, Q) in hippocampi from TIMP2 KO compared to WT mice. Together, our results suggest that TIMP2 modulates the flexibility of the ECM within the hippocampus to regulate plasticity processes, including adult neurogenesis and spine plasticity.

### Neuronal TIMP2 regulates hippocampus-dependent cognitive function and adult neurogenesis

To gain further mechanistic insight into TIMP2’s role in the function of the hippocampus with increased cellular resolution, we generated *Timp2*-floxed (TIMP2^fl/fl^) mice using two-cell homologous recombination (2C-HR)-CRISPR/Cas9-based genome editing. We inserted two *loxP* sites flanking exon 2 of the *Timp2* gene transcript (Supplementary Fig. 5A, B) and then crossbred TIMP2^fl/fl^ mice with Syn^Cre/+^ mice (Supplementary Fig. 5C) to specifically excise *Timp2* in neurons. Immunoblotting against TIMP2 from isolated hippocampus lysates of Syn^Cre/+^; TIMP2^fl/fl^ or TIMP2^fl/fl^ control mice confirmed that conditional targeting of TIMP2 resulted in significantly reduced TIMP2 levels compared to TIMP2^fl/fl^ controls (Supplementary Fig. 5D, E). We performed further validation by confocal microscopy in the hippocampus of Syn^Cre/+^; TIMP2^fl/fl^ or TIMP2^fl/fl^ control mice to examine cells expressing TIMP2. Quantification of TIMP2^+^ NeuN^+^ cells in the hilus/DG, CA3 and CA1 regions revealed significant abrogation of TIMP2 in neurons upon its conditional deletion (Supplementary Fig. 5F,G). These data validate our model as a tool for addressing the role of neuronal TIMP2 in regulating the key cellular and behavioral phenotypes observed in the context of global TIMP2 deletion.

Given that we found that TIMP2 was expressed in neurons in the DG and present at significant levels in the extracellular space adjacent to these cells, we sought to determine whether the pool of neuronal TIMP2 is specifically involved in hippocampus-dependent memory. Using the Syn^Cre/+^; TIMP2^fl/fl^ mice we generated and validated (Supplementary Fig. 5), we created cohorts of Syn^Cre/+^; TIMP2^fl/fl^ mice and TIMP2^fl/fl^ control littermates to evaluate performance in spatial memory tasks. We found that Syn^Cre/+^; TIMP2^fl/fl^ mice exhibited significantly decreased preference for the displaced object 24 h after training in the testing phase compared to TIMP2^fl/fl^ controls, as indicated by a reduced discrimination index in these mice (Fig. 6A). Further assessment in the contextual portion of fear-conditioning revealed a significant reduction in freezing levels by Syn^Cre/+^; TIMP2^fl/fl^ mice compared to TIMP2^fl/fl^ controls, suggesting impaired contextual memory in the absence of neuronal TIMP2 (Fig. 6B, C). Cued freezing levels were indistinguishable between the groups of mice (Supplementary Fig. 6A). We then subjected the mice to Barnes maze testing to examine performance in search strategies to find the escape hole. Our search strategy analysis showed that a smaller proportion of Syn^Cre/+^; TIMP2^fl/fl^ mice used hippocampus-dependent strategies compared to TIMP2^fl/fl^ mice (Fig. 6D, E). Scoring their search strategy utilization by complexity shows that Syn^Cre/+^; TIMP2^fl/fl^ mice score lower than their TIMP2^fl/fl^ counterparts (Fig. 6F), suggesting TIMP2 from neurons is required for normal hippocampus-related memory and learning. Importantly, we did not detect differences in overall motor function in terms of coordination (Supplementary Fig. 6B, C), overall activity in the open field (Supplementary Fig. 6D, E), motor learning or grip strength (Supplementary Fig. 6G–I), and clasping behavior (Supplementary Fig. 6J) in Syn^Cre/+^; TIMP2^fl/fl^ mice relative to TIMP2^fl/fl^ mice. No differences in anxiety-related behaviors in the open field were observed between TIMP2^fl/fl^ and Syn^Cre/+^; TIMP2^fl/fl^ mice (Supplementary Fig. 6F).

**Fig. 6:**
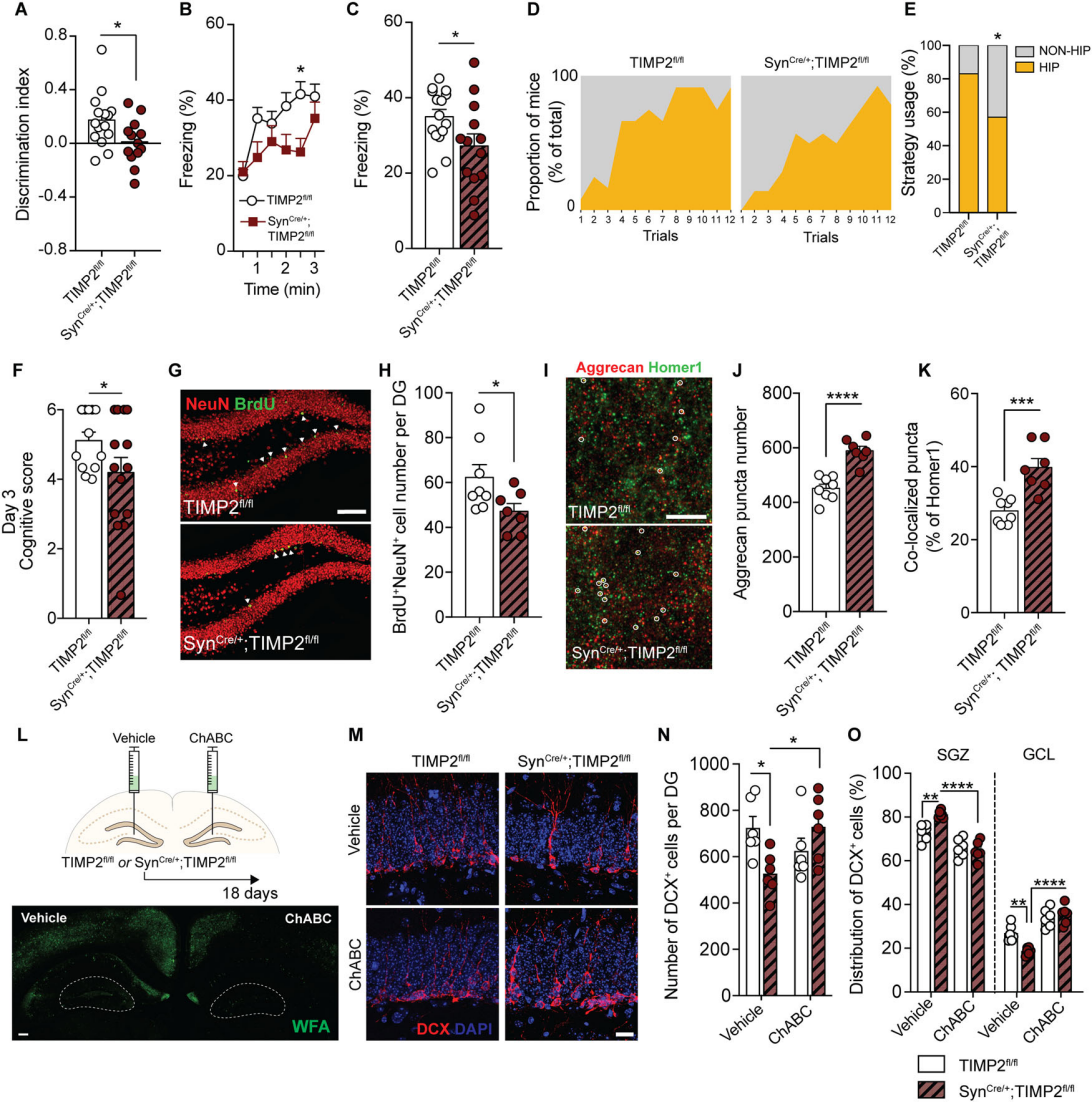
Neuronal TIMP2 regulates hippocampus-dependent cognitive function and adult neurogenesis. **A** Discrimination index for novel location recognition on day 2 and (**B**, **C**) contextual fear-conditioning freezing levels in TIMP2^fl/fl^ and Syn^Cre/+^; TIMP2^fl/fl^ mice (2–3 months of age, *N* = 13–15 mice per group). **D** Proportion of mice of each genotype using non-hippocampus-dependent (gray) and hippocampus-dependent (yellow) search strategies during the testing trials of TIMP2^fl/fl^ and Syn^Cre/+^; TIMP2^fl/fl^ mice in Barnes maze (2–3 months of age, *N* = 12–14 mice per group) with (**E**) quantification of the percentage of mice using these strategies on day 3. **F** Cognitive complexity scores for TIMP2^fl/fl^ and Syn^Cre/+^; TIMP2^fl/fl^ mice based on strategies used on day 3 of Barnes maze. **G** Representative confocal microscopy images of BrdU^+^ and NeuN^+^ cells in DG of TIMP2^fl/fl^ and Syn^Cre/+^; TIMP2^fl/fl^ mice (2–3 months of age, *N* = 7–8 mice per group, scale bar, 100 μm) with corresponding (**H**) quantification of BrdU^+^ NeuN^+^ newborn neurons in the DG. **I** Representative confocal microscopy images of aggrecan and homer1 puncta in molecular layer of DG of TIMP2^fl/fl^ and Syn^Cre/+^; TIMP2^fl/fl^ mice (*N* = 7–8 mice per group, scale bar, 5 μm) with corresponding (**J**) quantification of aggrecan puncta and (**K**) co-localized puncta of aggrecan and homer1, as indicated by overlaid circles. **L** Schematic depicting ChABC injection paradigm with representative WFA staining following ChABC digestion in DG; scale bar, 50 μm. **M** Representative confocal microscopy images of DCX^+^ cells in DG of TIMP2^fl/fl^ and Syn^Cre/+^; TIMP2^fl/fl^ mice injected with ChABC or vehicle (2–3 months of age, *N* = 6 mice per group; scale bar, 20 μm) with corresponding quantification of (**N**) number of DCX^+^ immature neuroblasts and (**O**) proportion of DCX^+^ cells in SGZ or GCL in DG of TIMP2^fl/fl^ and Syn^Cre/+^; TIMP2^fl/fl^ mice. Data are represented as mean ± SEM. Student’s *t* test for two-group comparisons in (**A–C**), (**H**), and (**J**, **K**), chi-square test in (**E**), nested *t*-test (**F**) with trial and mice as levels, and 2-way RM-ANOVA, Sidak’s post-hoc test in (**N**, **O**). *P < 0.05, ** *P* < 0.01, ***P < 0.001, ****P < 0.0001. Data points represent individual mice.

To test whether the local pool of neuronal TIMP2 affects the survival of newly generated neurons, we analyzed the pool of BrdU^+^ NeuN^+^ cells after pulse-chase labeling with BrdU, as described earlier (Fig. 2B). Indeed, we observed that the deletion of TIMP2 within neurons resulted in a significant decrease in the number of BrdU^+^ NeuN^+^ newborn neurons compared to TIMP2^fl/fl^ controls (Fig. 6G, H). To probe potential mechanisms by which TIMP2 expressed from neurons affects hippocampus-dependent memory and adult neurogenesis, we next addressed ECM-related remodeling in the DG of Syn^Cre/+^; TIMP2^fl/fl^ mice. TIMP2 deletion in neurons in Syn^Cre/+^; TIMP2^fl/fl^ mice resulted in a significant increase in the density of aggrecan-positive puncta compared to TIMP2^fl/fl^ controls (Fig. 6I, J), as well as increased colocalization of aggrecan with Homer1 (Fig. 6I, K), consistent with an accumulation of ECM components adjacent to synapses, as observed earlier. Together, our results show that the pool of neuronal TIMP2 is necessary to promote ECM remodeling to enable synaptic plasticity and adult neurogenesis to facilitate normal hippocampus-dependent memory.

To determine the relationship between TIMP2’s effect on ECM and adult neurogenesis, we injected Chondroitinase ABC (ChABC) into the DG of TIMP2^fl/fl^ and Syn^Cre/+^; TIMP2^fl/fl^ mice, which targets ECM integrity via degradation of glycosaminoglycan side chains on CSPGs (Fig. 6L) [19, 46]. As expected, we first found that the number of DCX^+^ cells was significantly reduced in vehicle-treated DG of Syn^Cre/+^; TIMP2^fl/fl^ mice compared with vehicle-treated DG of TIMP2^fl/fl^ mice (Fig. 6M, N). ChABC treatment in Syn^Cre/+^; TIMP2^fl/fl^ mice rescued the number of DCX^+^ cells to vehicle levels seen in control mice (Fig. 6M, N). Strikingly, ChABC treatment in Syn^Cre/+^; TIMP2^fl/fl^ mice also rescued the deficit in migration of DCX^+^ cells from SGZ to GCL (Fig. 6M, O). Taken together, our results support a model in which ECM remodeling by TIMP2 regulates measures of hippocampal plasticity, including adult neurogenesis.

## Discussion

Our study illustrates how alterations in the ECM within the hippocampus by TIMP2 can directly regulate features of plasticity, including dendritic spine plasticity, adult neurogenesis, and hippocampus-dependent memory. We find that TIMP2 is highly expressed in hippocampal neurons and found at high levels in the brain extracellular space. Its removal induces structural synaptic changes and deficits in adult neurogenesis, as predicted from changes observed at the transcriptomic level, both of which result in impairments in hippocampus-dependent memory function. We demonstrate that TIMP2’s role in ECM remodeling is associated with changes in the flexibility of synaptic plasticity, impinging on processes like migration of new neurons. We generate and characterize a novel mouse model for conditional deletion of TIMP2 within neurons, highlighting molecular mechanisms through which neuronal TIMP2 promotes synaptic plasticity through regulation of the ECM.

The development and maintenance of synapses is critical in the establishment of functional neuronal circuits, and emerging evidence indicates a role for the ECM and its components in regulating synapse structure and morphology [44, 47, 48]. We used high-resolution imaging of labeled granule cells in the intact hippocampus of TIMP2 KO and WT mice to show that TIMP2 regulates dendritic spine density, with an increase in thin spines and a reduction in more mature mushroom spines [28] in KO mice. The timecourse over which TIMP2 is targeted in our study overlaps with both early and ongoing processes of spinogenesis and spine maturation, perhaps affecting spine dynamics in an interrelated fashion, including for thin spines and mushroom spines, that could potentially influence memory. Future work may dissect the precise timescale in which TIMP2 acts on specific classes of spines. Moreover, when TIMP2 is targeted either globally or specifically within neurons, ECM components like aggrecan accumulate around hippocampal synapses, and the ECM is more dense, as shown by our SEM data, suggesting that TIMP2 acts directly within the hippocampus to modulate plasticity in a spatial sense. In agreement with its role in modulating plasticity, we also find that TIMP2 regulates the process of adult neurogenesis. While immature neuroblasts were unaltered in mice with systemic modulation of TIMP2 [4], presumably due to the window over which TIMP2 was modulated being too short to reflect changes in DCX^+^ cells, we now show that removal of TIMP2, both globally and from neurons in the hippocampus, results in disruption in neural progenitor proliferation and maturation. This is in line with in vitro evidence indicating that TIMP2 was significantly upregulated upon neuronal differentiation [49] and may be involved in the process [12]. Intriguingly, we observed that TIMP2 deletion affects migration of immature DCX^+^ neurons toward the molecular layer, arguing for a role of ECM in regulating neuronal migration [50]. While ECM molecules have been documented to regulate neurogenesis [44], the mechanisms are unclear. CSPGs surround neural stem cells and progenitors in the hippocampus and have been shown to support neural progenitor proliferation [35] and migration [51], suggesting that healthy regulation of the ECM supports normal proliferation and migration of adult neurogenesis and in an interrelated fashion. ECM modulators should be examined in other brain regions that may depend on ECM turnover for region-relevant processes.

TIMP2 is recognized for its unique dual role in regulating both the activation of pro-MMP2 to facilitate active MMP2 and the inhibition of MMP2 activity under certain conditions to regulate ECM remodeling [6, 7]. We observed that deletion of TIMP2 is associated with increased *Mmp2* and pro-MMP2 levels in hippocampus with concomitant loss of MMP2 activation, reflecting compensatory responses to reduced TIMP2, as described outside the brain [6, 7]. Accumulated pro-MMP2 translates to less remodeling of the ECM and its resulting accumulation around cells of the DG neurogenic niche. A proposed mechanism of spine stabilization and remodeling by ECM includes a structural-spatial restriction mechanism in which ECM components, including CSPGs, form a matrix around dendritic spines to provide extracellular rigidity and physically restrict spine motion [52]. MMPs themselves can modulate structural plasticity by loosening the ECM structure, allowing for a more permissive environment [44]. Stiffness of the surrounding environment determined by ECM complexity has been implicated in regulating cell migration [53, 54], including for neural stem cells in vitro [55–57]. This modulation has been proposed to be among fundamental cell fate-determining factors in neural development and neurological disorders [58–60]. Our results argue that ECM accumulation in the absence of TIMP2 leads to a denser network that physically impedes dendritic spine turnover, as well as proliferation and migration during adult neurogenesis.

In line with reports linking disrupted synaptic plasticity and neurogenesis with cognitive dysfunction [44], we show that TIMP2-related changes in hippocampal plasticity are associated with altered memory. Both global and neuron-specific targeting of TIMP2 levels resulted in hippocampus-dependent memory deficits, though future work overexpressing TIMP2 may clarify these effects; previous supplementation work in aged mice is consistent with a role for TIMP2 in regulating hippocampus-dependent memory [4]. Our results reinforce an exciting link among TIMP2, synaptic plasticity, and memory in the healthy hippocampus through regulating spine dynamics and neurogenesis. The cognitive phenotypes described here cannot be attributed to TIMP2’s role in other brain regions related to motor function, though earlier work in younger mice described some deficits in coordination upon TIMP2 deletion [13], primarily related to cerebellar alterations [13]. We show that TIMP2 deletion is associated with changes in MMP2. TIMP2 may interact with other MMPs and binding partners (e.g., alpha3beta1 integrin [12]) to mediate its diverse biological functions and in a manner that varies depending on in vivo or in vitro contexts. Moreover, while we mostly find TIMP2 expressed in neurons in our study, its expression in other cell types may be important in certain pathological contexts [61] to be explored further, especially as a role for microglia in ECM remodeling to promote synapse plasticity in the hippocampus was recently described [19]. Additional insights may come from investigations of TIMP2 regulation at varying timepoints across lifespan in the CNS and the extent to which the effects are conserved across neuronal subtypes.

Dysregulation of the ECM is implicated in cognitive dysfunction that occurs in aging [62] and in disease [63]. The progressive decline in TIMP2 expression with age [4] occurs in parallel with deficits in memory [64] and ECM accumulation, as demonstrated here, while systemic treatment with TIMP2 revitalizes hippocampus-related function in aged mice [4]. Moreover, ECM clearance is beneficial in mouse models of Alzheimer’s disease pathology [65], and it has been increasingly appreciated that adult neurogenesis in the human DG is dysregulated in Alzheimer’s disease [66]. Defining molecular mechanisms accounting for how modulators of the ECM, including TIMP2, regulate the healthy brain may lead to development of novel approaches for cognitive repair in contexts of aging or neurodegeneration.

### Supplementary information

Supplementary Information

# Supplementary material for: Neuronal TIMP2 regulates hippocampus-dependent plasticity and extracellular matrix complexity
**Source:** Mol Psychiatry. 2023 Nov 2;28(9):3943–54. doi: 10.1038/s41380-023-02296-5
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information, *Materials and Methods and Supplementary Figures***

**Materials and methods**

**Generation of TIMP2-floxed mice**

To achieve conditional deletion of *Timp2*, a loxP-flanked *Timp2* allele (TIMP2^fl/fl^) was generated by the two-cell homologous recombination (2C-HR)-CRISPR/Cas9-based genome editing method, as previously described^1^. Briefly, two loxP sites were inserted into the *Timp2* gene flanking exon 2, with homologous arms (HA) on each side. Two point-mutations (C928->A near the end of the left arm and G1795->T at the 5’ junction of the right arm) were introduced to disrupt the PAM sequence to avoid re-cutting of the recombined allele. Three nucleotides adjacent to each loxP site were altered to create restriction sites for diagnostic purposes: XbaI near the upstream loxP, and HindIII near the downstream loxP site. The two-cell stage embryo microinjection procedure was performed as in^1^, using Cas9-mSA mRNA, biotinylated double-stranded PCR product (1016 nts), and pre-assembled ctRNA prepared accordingly^1^. F_0_ mice were screened by sequencing from TOPO cloned PCR product, using tail genomic DNA, amplified from the TIMP2 target region, and using the following primers: FW-AGCGACCGATAAGCAGGAAG, Rev-CACTAGCAGACACCACCACA. Identified founders were crossed with wild-type (WT) C57BL/6J mice, purchased from The Jackson Laboratory, to produce heterozygous mice.

To achieve neuron-specific *Timp2* deletion, neuron-specific heterozygous Synapsin (Syn)-Cre (Syn^Cre/+^) transgenic mice^2^ (JAX stock #003966) were crossbred with TIMP2^fl/fl^ mice to generate Syn^Cre/+^; TIMP2^fl/+^ progeny. The F_1_ mice were then crossed to generate Syn^Cre/+^; TIMP2^fl/fl^ and TIMP2^fl/fl^ littermate controls. Cre expression was maintained in the female mice for breeding^2^. All animals were maintained on a C57Bl/6J background.

**Genotyping**

Genotyping of TIMP2^fl/fl^ mice was performed using the following primers: *Primer 1*: 5’- TGACCCCTCTGCTCTAGTCC, *Primer 2:* 5’-GCTCCGTCTCTTCGTCCATC (**Figure 6A**). Genomic DNA was extracted from the tail using the QIAamp Fast DNA Tissue Kit (Qiagen). PCR was performed in a total volume of 50 µl at 94°C for 2 min, 94°C for 30 s, 61°C for 30 s, 68°C for 2 min and 15 sec for 10 cycles, then 94°C for 30 s, 56°C for 30 s, 68°C for 2 min and 15 s for 25 cycles, and ending at 72°C for 5 min using Prime STAR (#R050A, TaKaRa, Shiga, Japan). For loxP site verification based on restriction digest, the PCR product (2.1 kb) was digested with XbaI and HindIII restriction enzymes (New England Biolabs, Ipswich, MA, USA) at 37°C for 1 hour, followed by 10 min at 65°C for heat inactivation. Digested PCR products were run on an agarose gel and imaged for the identification of founders: HindIII (WT: 2133 bp; upstream loxP positive: 829 bp and 1,304 bp); Xba1 (WT: 2133 bp; downstream loxP positive: 566 bp and 1,567 bp).

**In vivo microdialysis**

For guide cannula implantation into the hippocampus, mice were anesthetized with 2% isoflurane and head was shaved prior to being fixed in a stereotaxic apparatus (Stoelting Co., Wood Dale, IL, USA). After preparing skin with 70% ethanol and povidone-iodine, an anterior-to-posterior incision was made along the midline of the head to expose the skull. Skull position was leveled to within 0.1 mm along the bregma-lambda axis, and at 2.2 mm to the left and right of midline on the lateral axis. Holes were drilled to target the left hippocampus using the stereotaxic coordinates: bregma -3.1 mm, 2.5 mm lateral. A second hole was made diagonally to the first, to serve as an anchoring position with a bone screw. To target caudal hippocampus, AtomosLM Guide Cannula (PEG-12, Eicom, London, UK) was inserted at a 12° angle, 1.2 mm below the dura mater. Dental cement was applied to secure the cannula, and the skin was secured using a surgical adhesive glue. An AtmosLM Dummy Cannula (PED-12, Eicom) was inserted into the guide cannula and secured with a plastic cap nut. Animals were then placed in a clean cage on a heating pad and allowed to recover from surgery.

Approximately 12 hours following surgery, mice underwent 1000-kDa *in vivo* microdialysis. The inlet port of AtmosLM Microdialysis Probe (PEP-12-02, Emicon) was connected to a syringe pump (kdScientific, Holliston, MA, USA) perfusing artificial cerebrospinal fluid (aCSF), in mM: 1.3 CaCl_2_, 1.2 MgSO_4_, 3 KCl, 0.4 KH_2_PO_4_, 25 NaHCO_3_, 122 NaCl, pH 7.35, at a rate of 1.2 μl/min^3^. The outlet of the probe was connected to the peristaltic pump (MAB 20, SciPro, New York, NY, USA), which was calibrated to obtain a pull rate between 1-1.1 μl/min. After the probe was connected to the push-pull mechanism, the mice were briefly anesthetized with isoflurane to allow for the removal of the dummy cannula and insertion of the probe into the hippocampus. The probe was secured with a cap nut, and a plastic collar was loosely placed around the neck of the mouse. Mice were then moved to a Raturn (Stand-Alone Raturn System, BASi,
West Lafayette, IN, USA) and tethered by the collar to avoid tangling microdialysis tubing (FEP tubing 0.65 mm OD x 0.12 mm ID, BASi), while allowing for free movement of the mouse during the sample collection period. Samples were collected hourly in a refrigerated fraction collector (MAB 85 Fraction Collector, SciPro) and frozen at −80°C after collection. The procedure was performed under constant light conditions, and food and water were provided *ad libitum*.

**Bulk RNA-sequencing**

RNA-sequencing was performed on hippocampi dissected from WT and TIMP2 KO male and female mice. Mice heterozygous for TIMP2 were not used for analysis. Dissected hippocampi were preserved in RNAlater (Invitrogen) overnight at 4°C before storing at −80°C until use. RNA was extracted using the RNeasy Mini Kit (Qiagen), according to the manufacturer’s instructions. RNA quality was measured using the Agilent TapeStation Bioanalyzer (Agilent Technologies), and all samples exhibited RNA Integrity Number (RIN) > 8. cDNA libraries were prepared with poly(A) selection and sequenced using Illumina Hiseq (2x150bp paired-end) (Genewiz). At least 25 M clean reads were generated from each sample. The reads were mapped to the *Mus musculus* GRCm38 reference genome available on ENSEMBL, using STAR aligner (v.2.5.2b). After extraction of gene hit counts, DESeq2 was used for downstream differential expression analysis. The Wald test was used to generate *P*-values and log2 fold changes. Differentially expressed genes (DEGs; nominal *P*<0.05*)* were used for Gene Set Enrichment Analysis (GSEA; https://www.gsea-msigdb.org/gsea/index.jsp; last accessed Spring 2023). Volcano plot was generated with R (version 4.1.2). RNA-seq data files are available as GEO accession GSE223188.

**Weighted Gene Correlation Network Analysis (WGCNA)**

**The R package WGCNA (v. 1.71-6) was used to construct scale-free co-expression networks to identify modules with coordinated expression patterns according to TIMP2 genotype from expression values adjusted for batch effects as significant sources of variation (isolation/harvest date). Soft powers were used to calculate an adjacency matrix where the scale-free topology index reached 0.90 and the mean connectivity approached 0. A topological overlap matrix (TOM) was then created by transforming this adjacency matrix. The default parameters for signed networks were used with the customization: soft threshold power = 14, minimum module size = 30, cutting height = 0.99, merge cut height = 0.25, and deepSplit = 2. Distinct color identifiers were used to assign all genes to modules. The “grey” module was used to group genes that did not meet the criteria for module assignment. Modules from co-expressed genes were then used to calculate module eigengenes. Significant modules (*P*<0.05) were further analyzed by GSEA to examine gene ontology enrichment (**last accessed Spring 2023**).**

***In vivo* zymography and ChABC injections**

For stereotaxic procedures to bilaterally inject *in vivo* zymography or ChABC reagents into adult hippocampus, mice were anesthetized with 2% isoflurane, headfixed with a stereotaxic frame (Stoelting Co., Instrument, Word Dale, IL, USA), and treated with ophthalmic eye ointment. Fur was shaved and the incision site was sterilized with 70% ethanol and Betadine before surgical procedures. For *in vivo* zymography, holes were drilled bilaterally in the skull and 1.5 μl of DQ_TM_ Gelatin from pig skin, fluorescein conjugate (ThermoScientific, #D12054) was infused (2.0 mm AP, ± 1. 5 mm ML, 1.8 mm DV) at a rate of 0.2 μl/min, using a 5 μl-Hamilton syringe controlled by an infusion pump (KdScientific), according to a similar method^4^. Twenty minutes following removal of the injector, mice were anesthetized with a cocktail of ketamine (90 mg/kg) and xylazine (10 mg/kg) and transcardially perfused with ice-cold 0.9% saline, and then brains were collected and processed for imaging. For injections with Chondroitinase ABC (Sigma), 1 μl of 40 U/mL was unilaterally injected (2.0 mm AP, 1.5 mm ML, 2.0 mm DV) at a rate of 0.2 μL/min; contralateral site was injected with vehicle control. Body temperature for both procedures was maintained throughout surgery using a heating pad, and mice were allowed to recover on a heat pad before being returned to their cage.

**Immunohistochemistry and microscopy**

For all immunohistochemistry experiments, mice were anesthetized with a cocktail of ketamine (90 mg/kg) and xylazine (10 mg/kg) and transcardially perfused with ice-cold 0.9% saline. Brains were dissected, and hemibrains isolated for immunohistochemistry were postfixed in 4% paraformaldehyde (PFA) for 48 hours at 4°C before preservation in 30% sucrose (Sigma, St. Louis, MO, USA) solution in phosphate-buffered saline (PBS). Hemibrains were sectioned coronally at 40-µm thickness on a freezing-sliding microtome (SM2010R, Leica, Deer Park, IL, USA), and sections were stored in cryoprotective medium at −20°C.

For immunohistochemistry, free-floating brain sections were permeabilized with Tris-buffer saline (TBS) plus 0.05% Tween-20 (TBST) and incubated in a blocking solution consisting of 10% normal goat (#S-1000, Vector Laboratories, Newark, CA, USA) or donkey serum (#017-000-121, Jackson ImmunoResearch, West Grove, PA, USA) in TBST. Sections were then incubated with primary antibodies in 2% goat or donkey serum in TBST overnight at 4°C. Sections were incubated with primary antibodies, including the following: TIMP2 (1:100; #AF971, R&D Systems, Minneapolis, MN, USA), NeuN (1:200; #MAB377, Millipore, Burlington, MA, USA), doublecortin (DCX; 1:200; #4604S, Cell Signaling, Danvers, MA, USA), Sox2 (1:200; #sc365823, Santa Cruz, Dallas, TX, USA), Ki67 (1:200; #14-5698-82, Thermo Fisher, Waltham, MA, USA), aggrecan (1:500; #AB1031, Millipore), Homer1 (1:500; #160006, Synaptic Systems, Göttingen, Germany), Biotin Lectin from *Wisteria floribunda* (WFA) (1:1000; Millipore, #L1516). The next day, sections were washed in TBST three times for 5 min each and incubated with Alexa Fluor-conjugated secondary antibodies at 1:200 in TBST for 1 hour at RT. Secondary antibodies used were: Alexa Fluor 594-labeled donkey anti-rabbit (#A-21206), Alexa Fluor 594-labeled donkey anti-mouse (#A-21203), Alexa Fluor 488-donkey anti-rat (#A-21208), Alexa Fluor 488-donkey anti-goat (#A-11055), Alexa Fluor 647-donkey anti-mouse (#A-31571), Alexa Fluor 594-goat anti-rabbit (#A-11012), Alexa Fluor 5488-goat anti-chicken (#A-11039), all from ThermoFisher. Brain sections were then washed, stained with 4′,6-diamidino-2-phenylindole (DAPI, Sigma) for 15 min to visualize nuclei, mounted and coverslipped using Prolong Gold (Life Technologies) and dried overnight before imaging. For BrdU staining, brain sections were pre-treated with 3M HCl (Thermo Fisher) for 30 min at 37°C before overnight incubation with primary antibody anti-BrdU (1:500; #ab6326, Abcam, Cambridge, UK) at 4°C. Secondary staining and mounting were performed as described above.

Image processing was performed using an LSM 780 confocal microscope (Zeiss, Jena, Germany) using 40x/1.4 Oil DIC objective. Four equally-spaced sections per mouse (rostral through the caudal extent of the DG) were used to count the total number of positive cells within the DG (subgranular zone and hilar subregions) of the hippocampus, according to stereological principles. Quantification of fluorescence resulting from DQ gelatin cleavage was performed from thresholded DG area occupied by fluorescence (% area). WFA intensity was measured as the mean fluorescent intensities of 6 randomly chosen regions of interest (ROIs), each at 50 µm × 50 µm in area, within the DG molecular layer in each section. Doublecortin migration within the DG was quantified as proportion of DCX^+^ cells localized in the SGZ or GCL using the method defined in *Jiang* et al.^5^, calculated by normalizing the number of DCX^+^ in the SGZ or GCL to the total number of DCX^+^ cells.

Analyses were performed using FIJI in a blinded fashion, according to similar methods^6^.

**Aggrecan and Homer1 puncta quantification**

Quantification of the number of puncta by super-resolution microscopy proceeded similar to the method described previously^7^. Briefly, images were acquired by confocal microscopy imaging using an LSM 880 with AiryScan in super-resolution mode (Zeiss) set with a 63X/1.4 Oil DIC objective with 5X optical zoom. Using consistent laser strength, gain, and digital offset settings across all sections/experiments, Z stacks were acquired with steps less than the optical slices acquired. Using Zen software (Zeiss), a setting of 6 (“optimal”) was used during AiryScan processing. Aggrecan puncta were quantified using the Puncta Analyzer plugin^8^ in ImageJ, and thresholding was applied equally across images. For colocalization of co-stained Aggrecan and Homer1 puncta, images were analyzed with the Puncta Analyzer plugin with a minimum pixel specification of 4. Three images in the molecular layer of the DG were averaged per mouse for analysis.

**Dendritic spine analysis by iontophoretic dye injections**

*Tissue processing.* Mice were anesthetized using 15% chloral hydrate and transcardially perfused with 1% PFA in phosphate buffer (PB, pH 7.4) for 2 min, followed by 4% PFA with 0.125% glutaraldehyde in PB for 10 min at a rate of 5 ml/min. Brains were dissected and postfixed overnight at 4°C in the same fixative, and then transferred to PBS with 0.1% sodium azide at 4°C until sectioned. Brains were hemisected, and the right hemisphere was cut into 200 µm-thick sections using a vibratome (VT1000S, Leica).

*Intracellular dye injection and confocal imaging*. Coronal sections were incubated in 250 ng/ml DAPI for 5 min to enable identification of the DG. Sections were mounted on nitrocellulose membrane filters, immersed in ice-cold PB, and DG granule cells were iontophoretically injected with 5% Lucifer Yellow (Invitrogen, Waltham, MA, USA) in distilled water under a direct current of 3-8 nA until the dye filled the distal ends of the dendrites. Six to eleven neurons were injected per section and neurons selected for injection were spaced to avoid overlapping of dendrites. Sections were mounted with Fluoromount-G (#0100-01, Southern Biotech, Birmingham, AL, USA) between spacers placed on gelatin-coated glass slides (#22-214-320, Thermo Fisher).

To select dendritic segments for imaging on a Zeiss LSM 780 confocal microscope (Zeiss), whole cells at the suprapyramidal blade of the DG were first imaged using a 20x/0.8 M27 Plan-Apochromat objective, using an Ar/Kr laser at an excitation wavelength of 488 nm. Confocal stacks were acquired at 512 x 512-pixel resolution with a Z-step of 1 µm, a pinhole setting of 1 Airy Unit, and optimal settings for gain and offset. Basal dendritic segments at 50 µm from the soma were selected for high-resolution imaging according to the following criteria: not a primary dendrite, no overlap with other dendrites or branching that would obscure spines, not too deep in the section, and parallel or at acute angles to the coronal plane. Dendritic segments were imaged using a 100x/1.46 Oil DIC M27 Plan-Apochromat objective, and stacks were acquired at 512 x 512-pixel resolution with a Z-step of 0.1 µm, optical zoom of 3.3x, a pinhole setting of 1 Airy Unit, and optimal settings for gain and offset. The stacks were imaged with approximately 1 µm above and below the segment to fully include all spines. Three z-stacks were imaged from each neuron. Confocal stacks were deconvolved using an iterative blind deconvolution algorithm (AutoQuant X, vX3.0.1, MediaCybernetics, Rockville, MD, USA).

*Spine reconstruction and analysis.* Deconvolved stacks were analyzed using Neurolucida 360 (v2019.2.1; MBF Bioscience, Williston, VT, USA) for semi-automated reconstruction of dendrites and spines to determine spine density and morphology. Spines were classified as stubby, thin, mushroom, and filopodia, based on their morphologies, according to previous work^9^. 4-5 mice per genotype, 6 neurons per mouse, and 3 dendrites per neuron were analyzed, and violin plots were used to better visualize the distribution of individual data points.

#### **Scanning electron microscopy (SEM)**

#### Following ketamine/xylazine anesthesia and transcardial perfusion with PBS, 2-mm thick brain slices containing the hippocampus were decellularized, following previously described methods^10^. SEM methods were adapted from a previous study^11^. Decellularized brain slices were fixed in 4% PFA with 2% glutaraldehyde in 0.1M sodium cacodylate buffer (pH 7.4) for 24 hours at 4°C. Samples were then briefly rinsed in the same buffer before post-staining with 1% OsO4 for 1 hour. OsO_4_-treated samples were rinsed in water and gradually dehydrated in increasing concentrations of ethanol (50, 70, 90 100, and 100%, 10 min each). Samples were then stacked horizontally onto wire mesh dividers to keep them flattened and critical point-dried with liquid CO_2_. Dried samples were mounted onto Aluminum SEM stubs using conductive copper tape and sputter-coated before imaging with a Zeiss Supra 55 VP FESEM using InLens SE detection at 5 kV operating voltage (Zeiss Microscopy Inc). Fiber diameters were analyzed using Image J (Bethesda, USA).

**Behavior**

All behavioral analyses were performed during the 0700–1900 light cycle. For all behavioral experiments, age- (2-3-month-old) and sex-matched mice with corresponding littermate control animals were used.

*Novel location recognition.* Hippocampus-dependent memory was assessed using the novel location recognition as previously described^6^. On day 1, the training day, mice were habituated to the open-field arena for 6 min, an arena that contained wall-mounted visual cues. Mice were exposed to three consecutive trials of 6 min each, during which they explored two different objects in fixed positions. On day 2, the testing day, mice explored the same arena as on the training day but with one object displaced to a novel position. Time spent exploring each object was manually scored in a blinded fashion to assess the discrimination index for the novel location as the displaced object interaction time/total interaction time of both objects.

*Contextual fear-conditioning.* Fear-conditioning experiments were performed as previously described^6^ to assess hippocampus-dependent memory. Briefly, mice were trained to associate the cage context with an aversive stimulus (light foot-shock; Ugo Basile). On the first day, training parameters included two periods of 30 s consisting of a paired cue light and a tone of 1,000-Hz, followed by a light foot-shock (2 s, 0.5 mA) separated by a 180-s interval. Chambers were cleaned with 70% ethanol between experiments by the experimenter. Twenty-four hours later, mice were re-exposed to the same context for 3 min, and freezing levels (contextual) were measured. Two hours later, for the cued task, mice were placed in a novel context and exposed to the same tone and cue light from day 1 (training) after 120 s of exploration. Freezing levels were analyzed for pre- and post-cue phases. Freezing levels were measured using EthoVision XT system software (v14.0.1319, Noldus).

*Barnes maze.* Barnes maze testing was performed similarly to that previously described^6^. A large circular maze containing 40 holes was centered over a pedestal and elevated approximately 40 cm above the floor with a video recording device mounted directly above. The escape hole consisted of a PVC box similar in texture and color to the surface of the maze. Distinct visual cues were placed at four equally spaced points around the maze to serve as spatial navigation cues as the mice navigate the task. The task proceeded over 4 days, with four trials on each day for each mouse. With overhead illumination and a persistent 2 kHz tone, mice were given 90 s for each trial to identify the escape hole by jumping in or identifying the hole with extended/overhead pokes. If mice failed to find the escape hole within 90 s, they were gently guided by light tapping/directing towards the escape hole and scored with 90 s. The escape hole position was fixed within a day but changed for each successive day of testing. For each trial within a day, the starting location for the mouse was rotated relative to the escape hole position. Data collection and analyses were performed using EthoVision video-tracking system.

Search strategy classification was manually performed and based on methods adapted from previous work^12^, with data collected by EthoVision video-tracking system software. Search strategies were coded according to the following: (i) localized - minimal movement from the starting position; (ii) serial - sequential nose points within the outer ring area; (iii) random - unorganized searching; (iv) scanning - arc-like trajectory, without nose points; (v) focal - direct search within a maze quadrant; (vi) focal missense - direct search within a maze quadrant from previous trials; (vii) targeted - direct movement to hole with deviations in the trajectory direction; (viii) direct - no shifts in the trajectory direction with single nose point to target hole. For strategy analysis, each related strategy was categorized into non-hippocampus-dependent strategies comprising localized, serial, random, and scanning strategies, and hippocampus-dependent strategies that included focal, focal missense, targeted and direct strategies. Cognitive performance of each trial on day 3 was scored such that cognitive strategies received higher scores according to the following scale, accounting for high cognitive complexity, with a separation of 1 point between non-hippocampus-dependent and hippocampus-dependent strategies: localized = 0, serial = 1, random = 2, scanning = 3, focal = 5, focal missense = 5, targeted = 6, direct = 6. Focal and focal missense strategies are assigned a score of 5, as both are goal-directed strategies used without achieving the final target. Target and direct strategies were assigned score of 6 since both are goal-directed strategies with successful achievement of the final target.

*Open field*. The open field test was used to evaluate locomotion and exploratory behavior, and anxiety-like behavior in the center of the arena. The apparatus consisted of a brightly illuminated square arena of 50 x 50 cm enclosed by walls 45 cm high. Mice were placed individually in the center of the open field arena, and their movement was traced for 6 min. The resulting data was analyzed using EthoVision software, considering two previously defined areas: a central and an outer area. Due to the thigmotaxic exploratory activity of rodents, the ratio between the time spent in the center and in the periphery of the open field arena can reflect anxiety-like behaviors. Distance traveled, average velocity, and time spent in each of the zones were recorded and analyzed.

*Rotarod*. Balance and motor function was measured using the fixed and standard accelerated rotarod test (Med Associates). The protocol consisted of a first day of training at a constant speed (4 rpm) for a maximum of 2 min in three trials, with a 2-min interval between each trial. On day 2, animals were tested for each of 3 different fixed speeds over a range of 4 to 40 rpm for a maximum of 60 sec each in three trials, with a 2-min interval between each trial. For the acceleration test, animals were placed on the rod rotating at a constant speed (4 rpm), then the rod started to accelerate continuously from 4 to 40 rpm over 5 min, in three trials with a 5-min interval between each trial. The latency to fall off the rotarod was recorded for each trial, and data from three trials were averaged for each mouse.

*Wire grip test.* Motor coordination and strength was measured by the wire grip task. Each mouse was placed on a wire cage top, which was slowly inverted and suspended at approximately 30 cm above a mouse cage. The latency of time until the mouse fell off the wire was recorded in three trials. Mice that did not fall within the 60-s trial period were removed and assigned a maximal time of 60 s. Data from three trials were averaged for each mouse.

*Clasping.* Mice were suspended by their tail, and the extent of hindlimb clasping was observed for 15 s. Clasping scoring was based on a previously described method^13^. Briefly, if both hindlimbs were splayed outward away from the abdomen with splayed toes, a score of 0 was given. If one hindlimb was retracted or both hindlimbs were partially retracted toward the abdomen without touching it, and the toes were splayed, a score of 1 was assigned. If both hindlimbs were partially retracted toward the abdomen and were touching the abdomen without touching each other, a score of 2 was given. If both hindlimbs were fully clasped and touching the abdomen, a score of 3 was assigned.

*Grip strength.* For the grip strength test, forelimb, hindlimb, and 4-limbs grip strength was evaluated using a grip strength meter (Bioseb). Animals were held by the tail and allowed to place forelimbs on the bar, or they were restrained to place hindlimbs on the bar connected to the force sensor. Mice were slowly pulled away until they released the bar, and the maximal grip force measured during the pulling session was recorded. For the 4-limb measurement, using a mesh pull bar attachment, animals were handled by the tail so that all the paws latched onto the mesh pull the bar together. The mice were slowly and steadily pulled away from the apparatus exactly parallel from the countertop until paws were released from the mesh. A modified version of the forelimb grip strength test was performed as previously described^14^. Briefly, the meter was rotated vertically and the measurement procedure was identical to the conventional test, except for the direction in which the mouse’s tail was pulled. Each animal’s grip strength (in *g*) was recorded, and data from five trials were collected.

*Pole test.* Motor coordination and balance with striatal involvement was assessed with the vertical pole test, which consisted of a plastic pole (50 cm high, diameter 1 cm) placed vertically on a mouse cage. Mice were individually placed at the top of the pole facing upward by their front paws on the pole, and the time taken to turn around and climb down the pole was recorded. A maximum time of 120 s was given to complete the task. If the mouse fell from the top of the pole, a time of 120 s was recorded. Each mouse underwent three trials, and the pole was cleaned with 70% ethanol between animals. Data from three trials were averaged for each mouse.

**qPCR**

After rapid dissection of the hippocampus, tissue was preserved in RNAlater (Invitrogen) overnight at 4°C before storing at −80°C until use. Hippocampal RNA was extracted according to the manufacturer’s instructions using a RNeasy Mini Kit (Qiagen). Quality and concentration of total RNA were measured on the Nanodrop 8000 (Thermo Fisher). cDNA was subsequently synthesized with SuperScript III (Invitrogen), following the manufacturer’s recommendations. Samples were mixed with SYBR Green master mix (Thermo Fisher) and primers for *Mmp2* (FW: 5'-CAAGTTCCCCGGCGATGTC-3'; REV: 5'-TTCTGGTCAAGGTCACCTGTC-3') or *Mmp9* (FW: 5'-CTGGACAGCCAGACACTAAAG-3'; REV: 5'-CTCGCGGCAAGTCTTCAGAG-3') before loading as technical replicates for qPCR on a QuantStudio 7 Flex Real-Time PCR System (Thermo Fisher). Cycle counts for mRNA quantification were normalized to *Rplp0* (FW: 5'-AGATTCGGGATATGCTGTTGGC-3'; REV: 5'-CCAGTTGGTAACAATGCCATGT-3'). The ΔΔCT method was used to provide gene expression values, and expression levels were normalized to *Rplp0*.

**Western blotting**

For Western blotting of MMP2 or TIMP2 within hippocampus, dissected hippocampi were manually homogenized with 60 strokes in RIPA lysis buffer (Thermo Fisher), with protease inhibitors (Roche), before centrifugation at 20,000g for 25 min at 4°C. Protein concentration of the supernatant was determined using the BCA kit (Thermo Fisher). Samples with equal amounts of protein were separated on 4-12% NuPAGE Bis-Tris precast denaturing gels (Invitrogen) and transferred onto nitrocellulose membranes (BioRad, Hercules, CA, USA) at 125 V for 90 min. Membranes were blocked with 3% milk-TBST (0.125% Tween) for 1 hour at room temperature and then probed with primary antibodies diluted in 3% milk-TBST solution overnight at 4°C: anti-TIMP2 (1:500; #D18B7, Cell Signaling), anti-MMP2 (1:1000; #ab86607, Abcam), and anti-actin (1:10000; #A5060, Sigma). Membranes were washed and probed with horseradish-peroxidase-conjugated anti-mouse (1:15,000; #1705047, BioRad) or anti-rabbit (1:15,000; #1705046, BioRad) for 1 hour at room temperature. Membranes were developed using ECL Clarity reagent (BioRad) and imaged using ChemiDoc MP Imaging System and Image Lab software (BioRad). Band intensities were quantified using ImageJ software as described previously^15^.

For TIMP2 detection in ISF samples, 4 consecutive baseline eISF samples from microdialysis were pooled and concentrated ~6 fold using Amicon Ultra Centrifugal Filters (3 kDa Ultracel, 0.5 mL, Millipore). Concentrated samples were then processed for western blotting as described above. Estimation of exchangeable interstitial fluid (eISF) TIMP2 protein levels were determined by extrapolation from a standard curve of recombinant mouse TIMP2 (R&D/Biotechne) ranging from 0.31 ng to 20 ng run alongside ISF samples in SDS-PAGE/Western that had been concentrated ~9.2-fold.

**
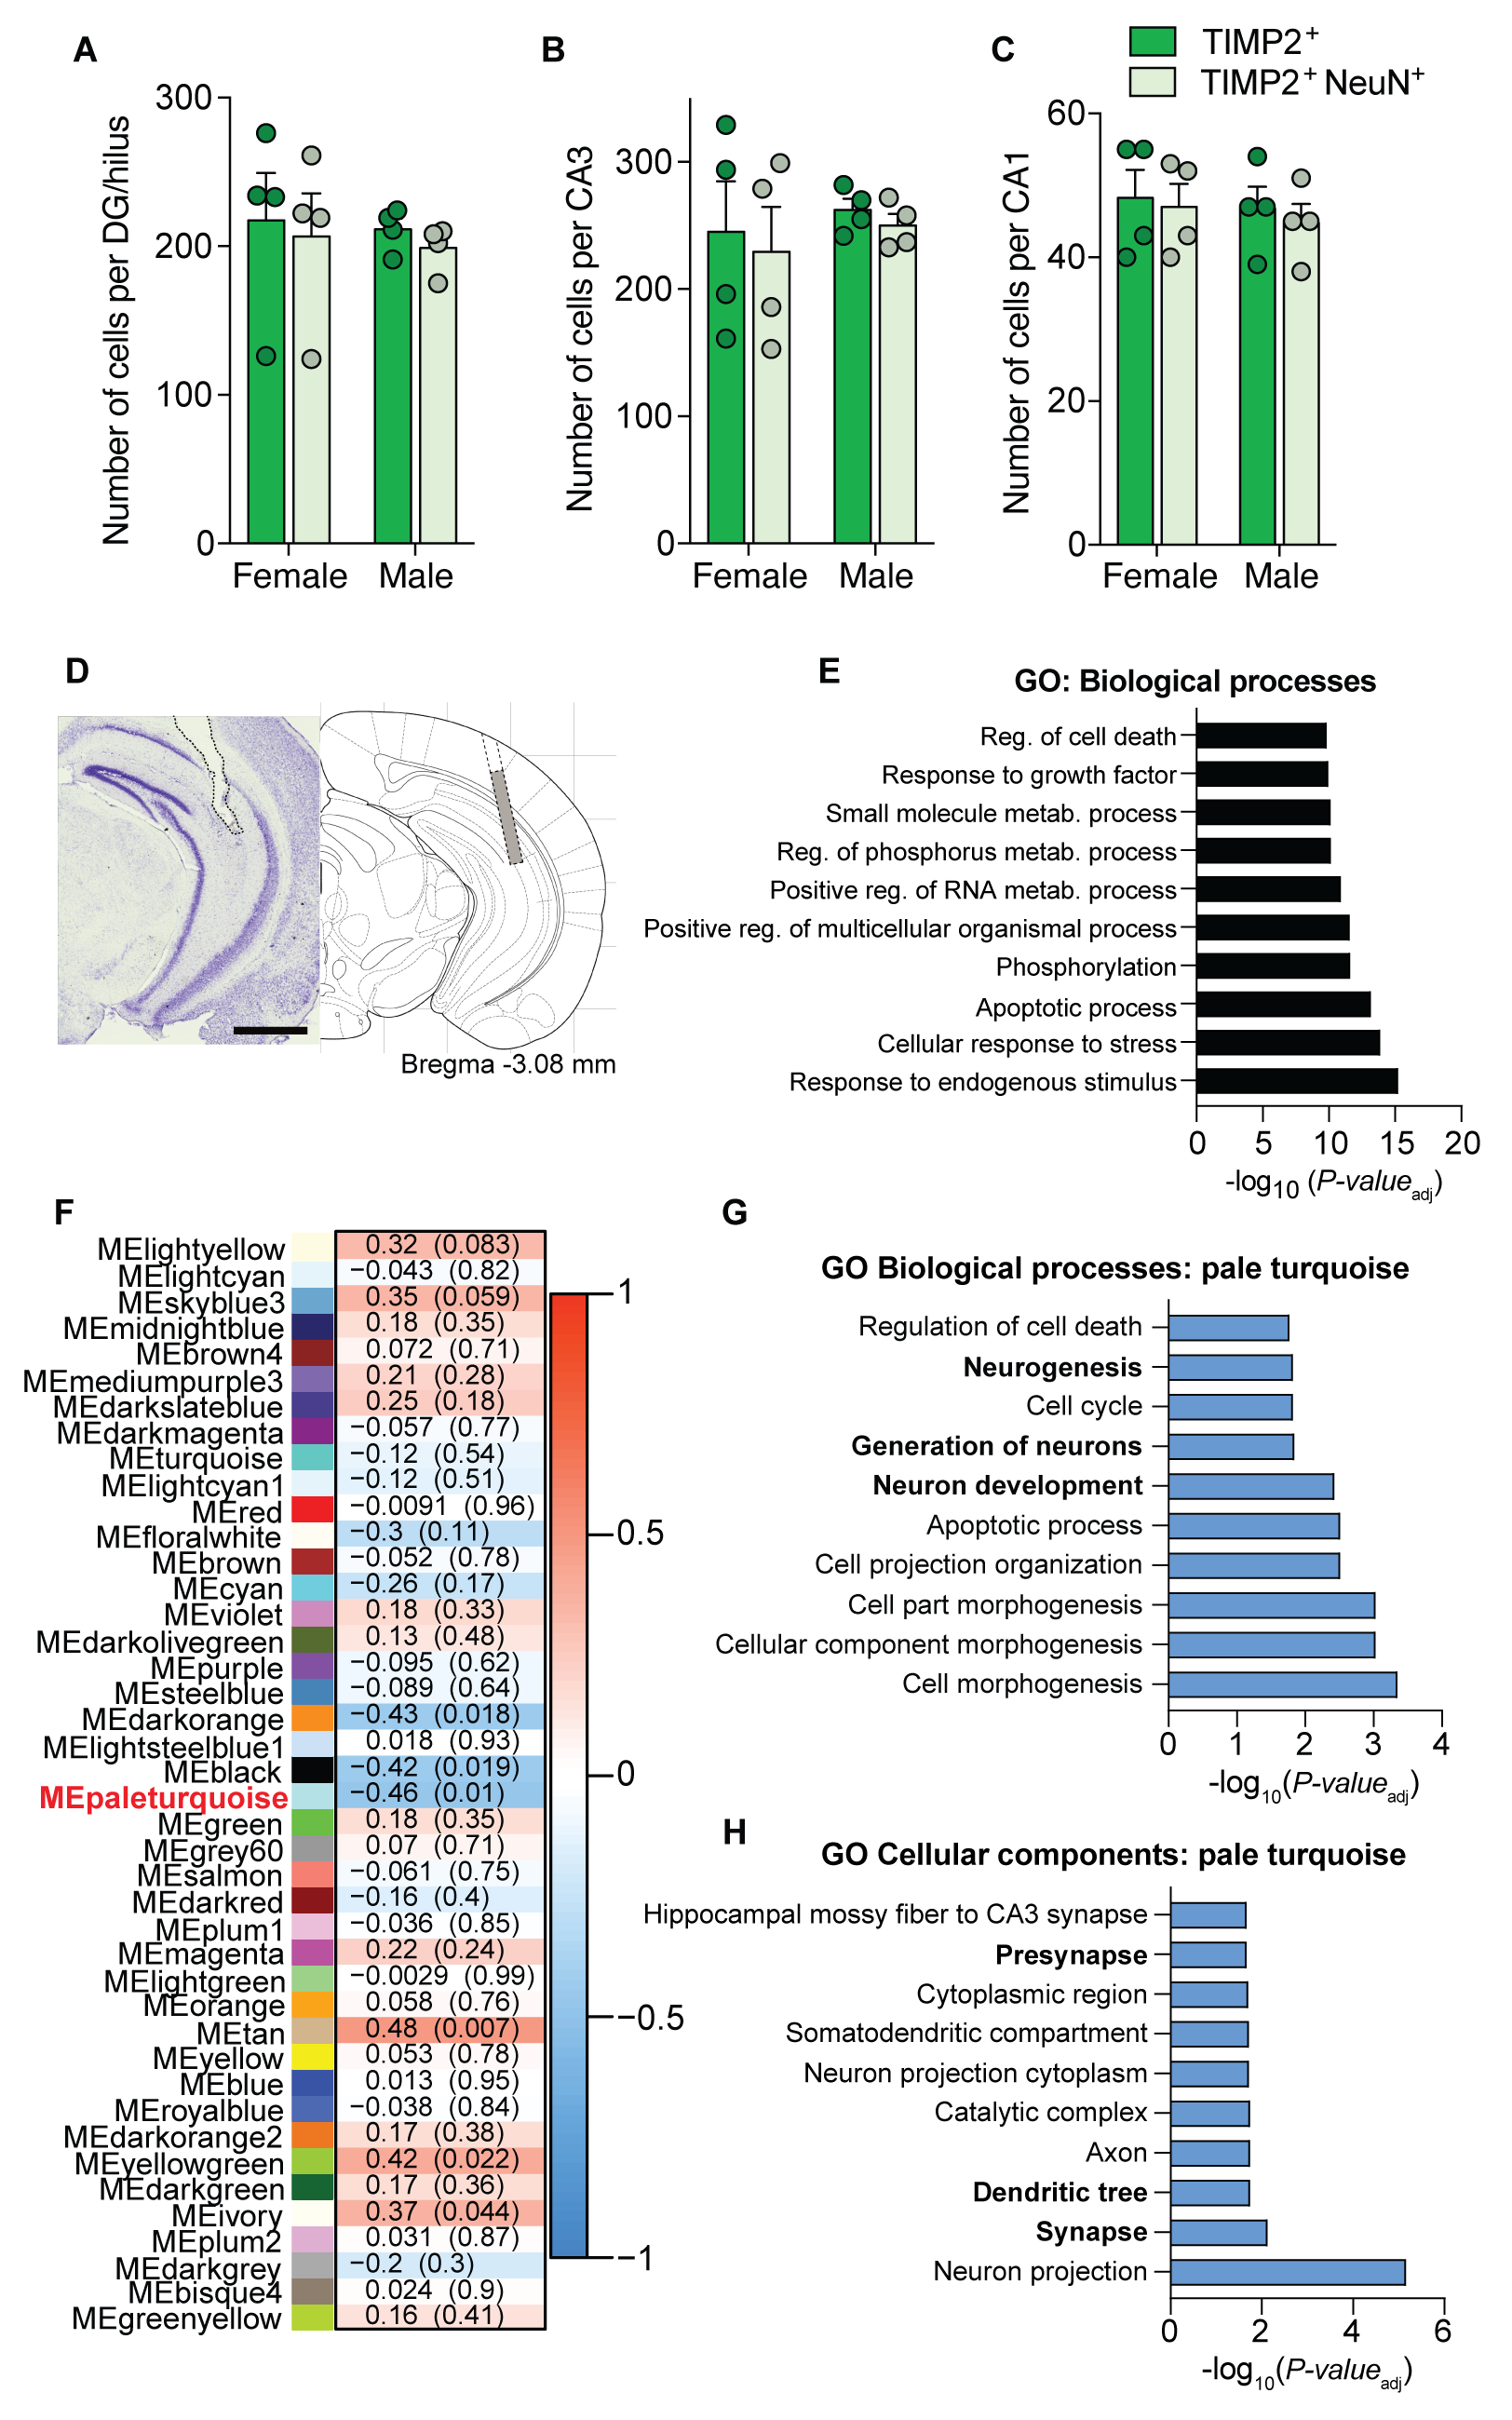
Supplementary Figure 1**

**Supplementary Figure 1. TIMP2 protein is found in hippocampal neurons in male and female mice, and its loss affects hippocampal transcriptome.**

**(A)** Quantification of the total number of TIMP2^+^ and TIMP2^+^ NeuN^+^ cells at the hilus/DG, **(B)** CA3 and **(C)** CA1 subregions of the hippocampus from WT males and females at 2 months of age (N = 4 mice per sex). **(D)** Cresyl violet-stained section depicting the microdialysis probe tract through brain surface extending into hippocampus, with microdialysis probe position seen at Bregma -3.08mm based on Paxinos and Watson atlas. Scale bar, 500 μm. Data are represented as mean ± SEM. **(E)** Top 10 pathways, ranked by significance, for upregulated DEGs in hippocampi of TIMP2 KO mice relative to WT mice (N = 13-17 mice per group). **(F)** Module-trait relationships plot for all module assignments (labeled by color in leftmost column), with corresponding module membership values and respective module significance (denoted in parentheses; (alpha=0.05)) based on WGCNA from genes measured by RNA-seq in TIMP2 KO and WT hippocampi (Rightmost color bar refers to modules with upregulated (red) and downregulated (blue) genes. **(G)** Top 10 significant GO Biological Processes and **(H)** Cellular Component pathways following GSEA on “pale turquoise” module from module trait analysis.

**Supplementary Figure 2**

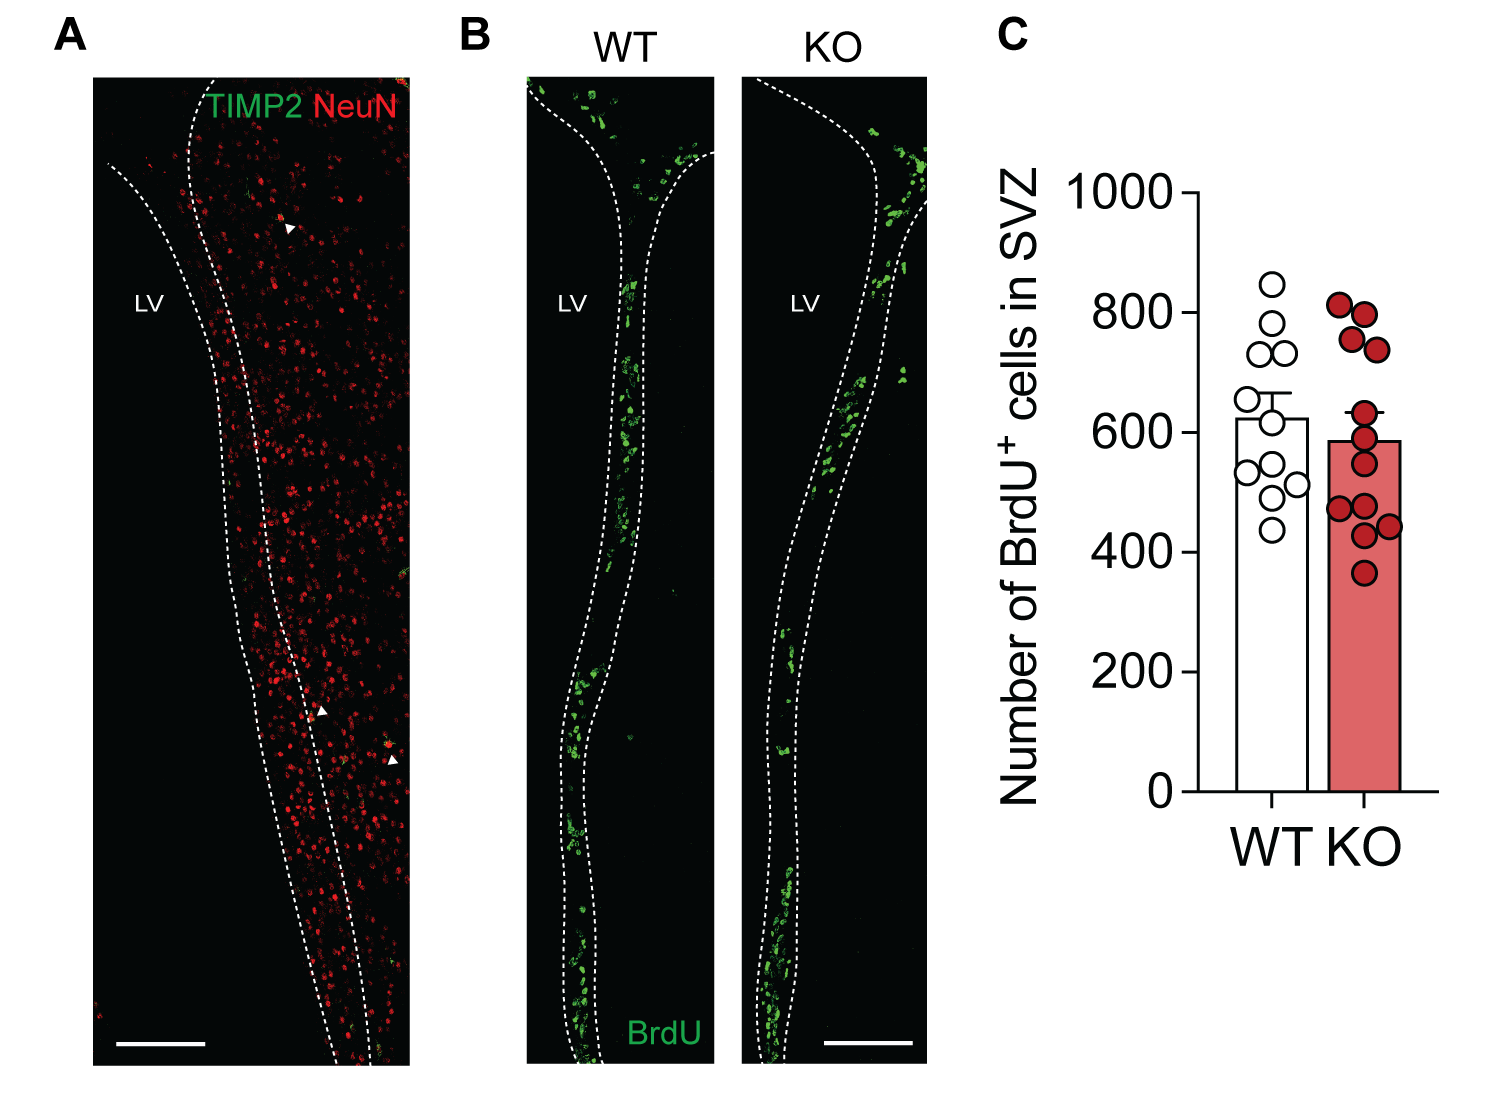

**Supplementary Figure 2: (A)** Representative confocal image of 2-month-old WT SVZ (N = 5 mice) showing few TIMP2^+^ cells; scale bar, 100 μm. **(B)** Representative confocal images of BrdU staining in the subventricular zone (SVZ) of WT and TIMP2 KO (2-3 months of age, N = 11-12 mice per group; scale bar, 100 μm), with corresponding **(C)** quantification of number of BrdU^+^ cells in SVZ of WT and TIMP2 KO mice. Data are represented as mean ± SEM. Data points represent individual mice. SVZ, subventricular zone; LV, lateral ventricle.

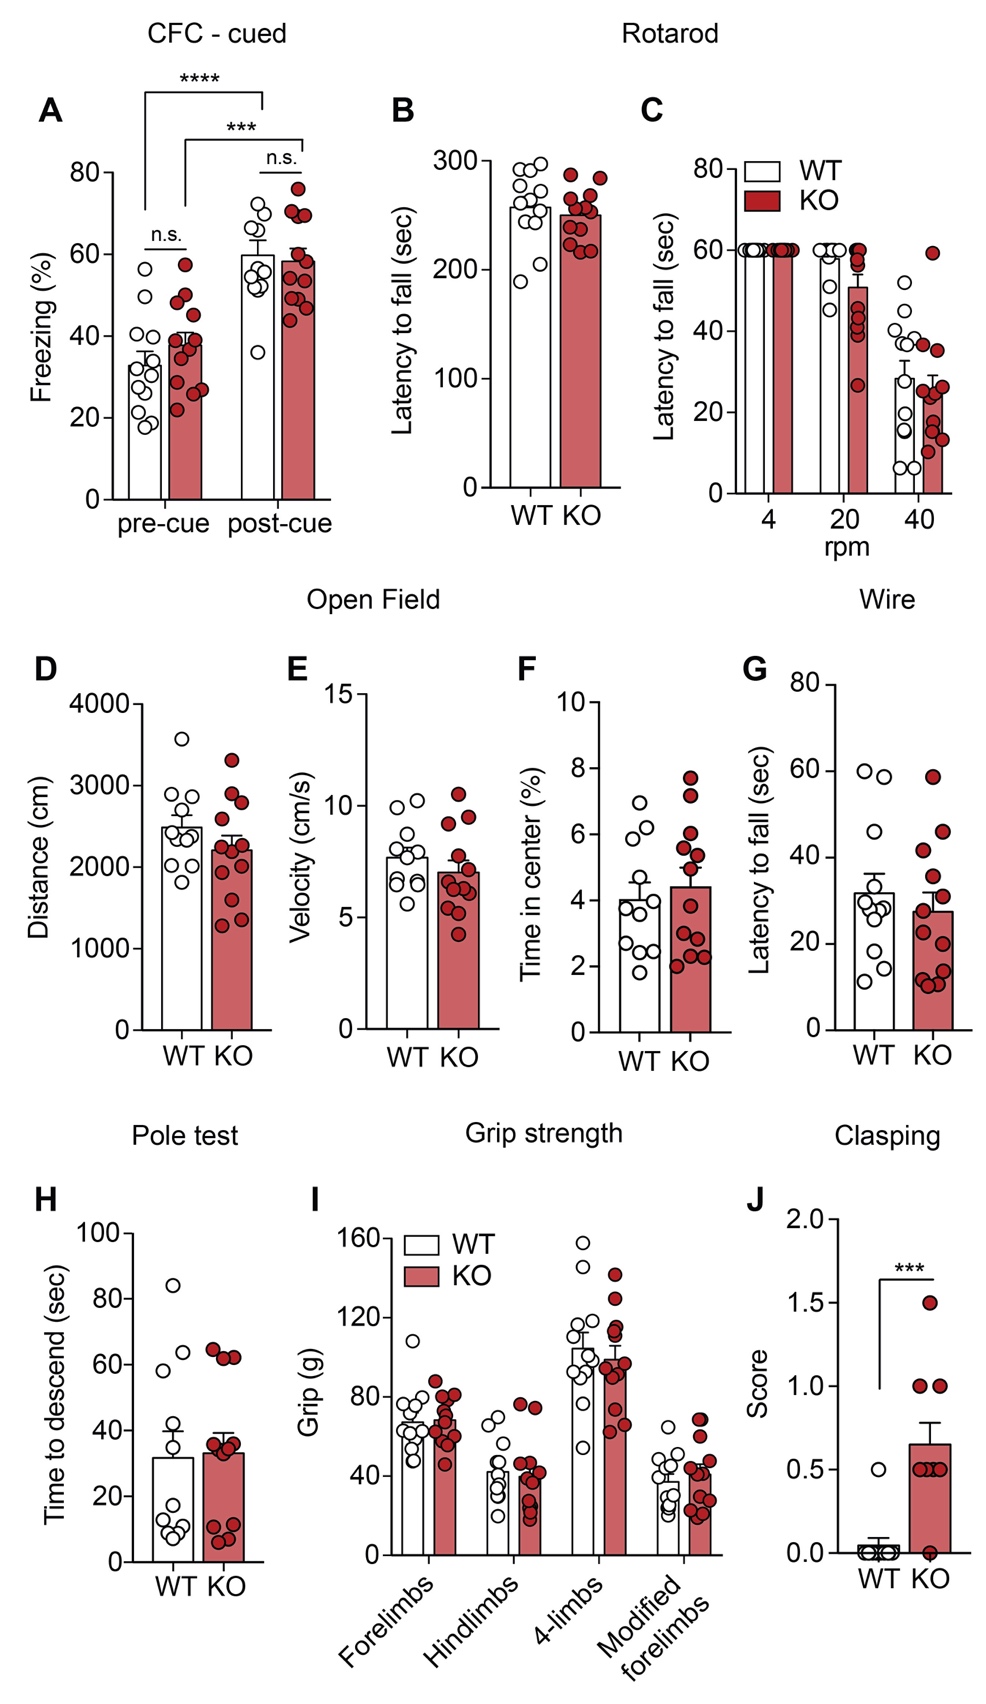
**Supplementary Figure 3**

**Supplementary Figure 3. Loss of TIMP2 does not affect amygdala-associated behavior or overall motor function.**

**(A)** Percentage of freezing detected in the cued task of the fear-conditioning assay in WT and TIMP2 KO mice (2-3 months of age, N = 12 mice per group). **(B)** Latency of TIMP2 KO and WT mice to fall in the rotarod in the fixed and **(C)** acceleration protocol at 4, 20 and 40 rpm (N = 12 mice per group). **(D)** Total distance traveled by TIMP2 KO and WT mice in the open field, as well as **(E)** velocity, and **(F)** percentage of time spent in the center of the arena (N = 11-12 mice per group). **(G)** Latency of TIMP2 KO and WT mice to fall in the wire test (N = 12 mice per group). **(H)** Time for TIMP2 KO and WT mice to descend the pole in the pole test (N = 11-12 mice per group). **(I)** Grip strength of the fore-, hind- and four limbs in TIMP2 KO and WT mice (N = 12 mice per group). **(J)** Hindlimb extension by clasping score in TIMP2 KO and WT mice (N = 10-11 mice per group). Data are represented as mean ± SEM. Student’s *t*-test for two-group comparisons. ****P*<0.001, *****P*<0.0001, n.s., not significant.

**
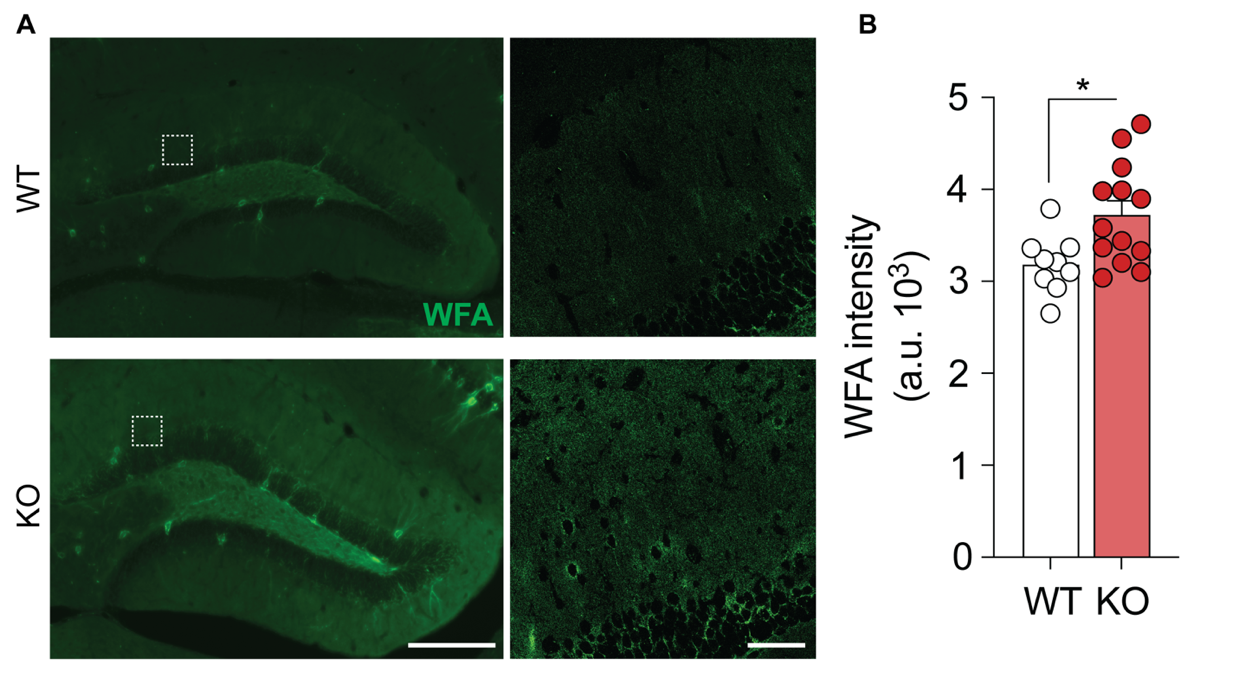
Supplementary Figure 4**

**Supplementary Figure 4: TIMP2 deletion leads to alterations in perineuronal nets within the hippocampus.** (**A**) Representative confocal microscopy images of *Wisteria floribunda* agglutinin (WFA) staining in the DG of WT and TIMP2 KO mice (2-3 months of age, N = 9-13 mice per group; white box depicts sample ROI; scale bar for left image column, 500 μm; scale bar for right image column, 50 μm). (**B**) Quantification of WFA intensity in the DG of WT and TIMP2 KO mice (a.u. = arbitrary units). Data are represented as mean ± SEM, and data points represent individual mice. Student’s t-test, **P*<0.05.

**Supplementary Figure 5**

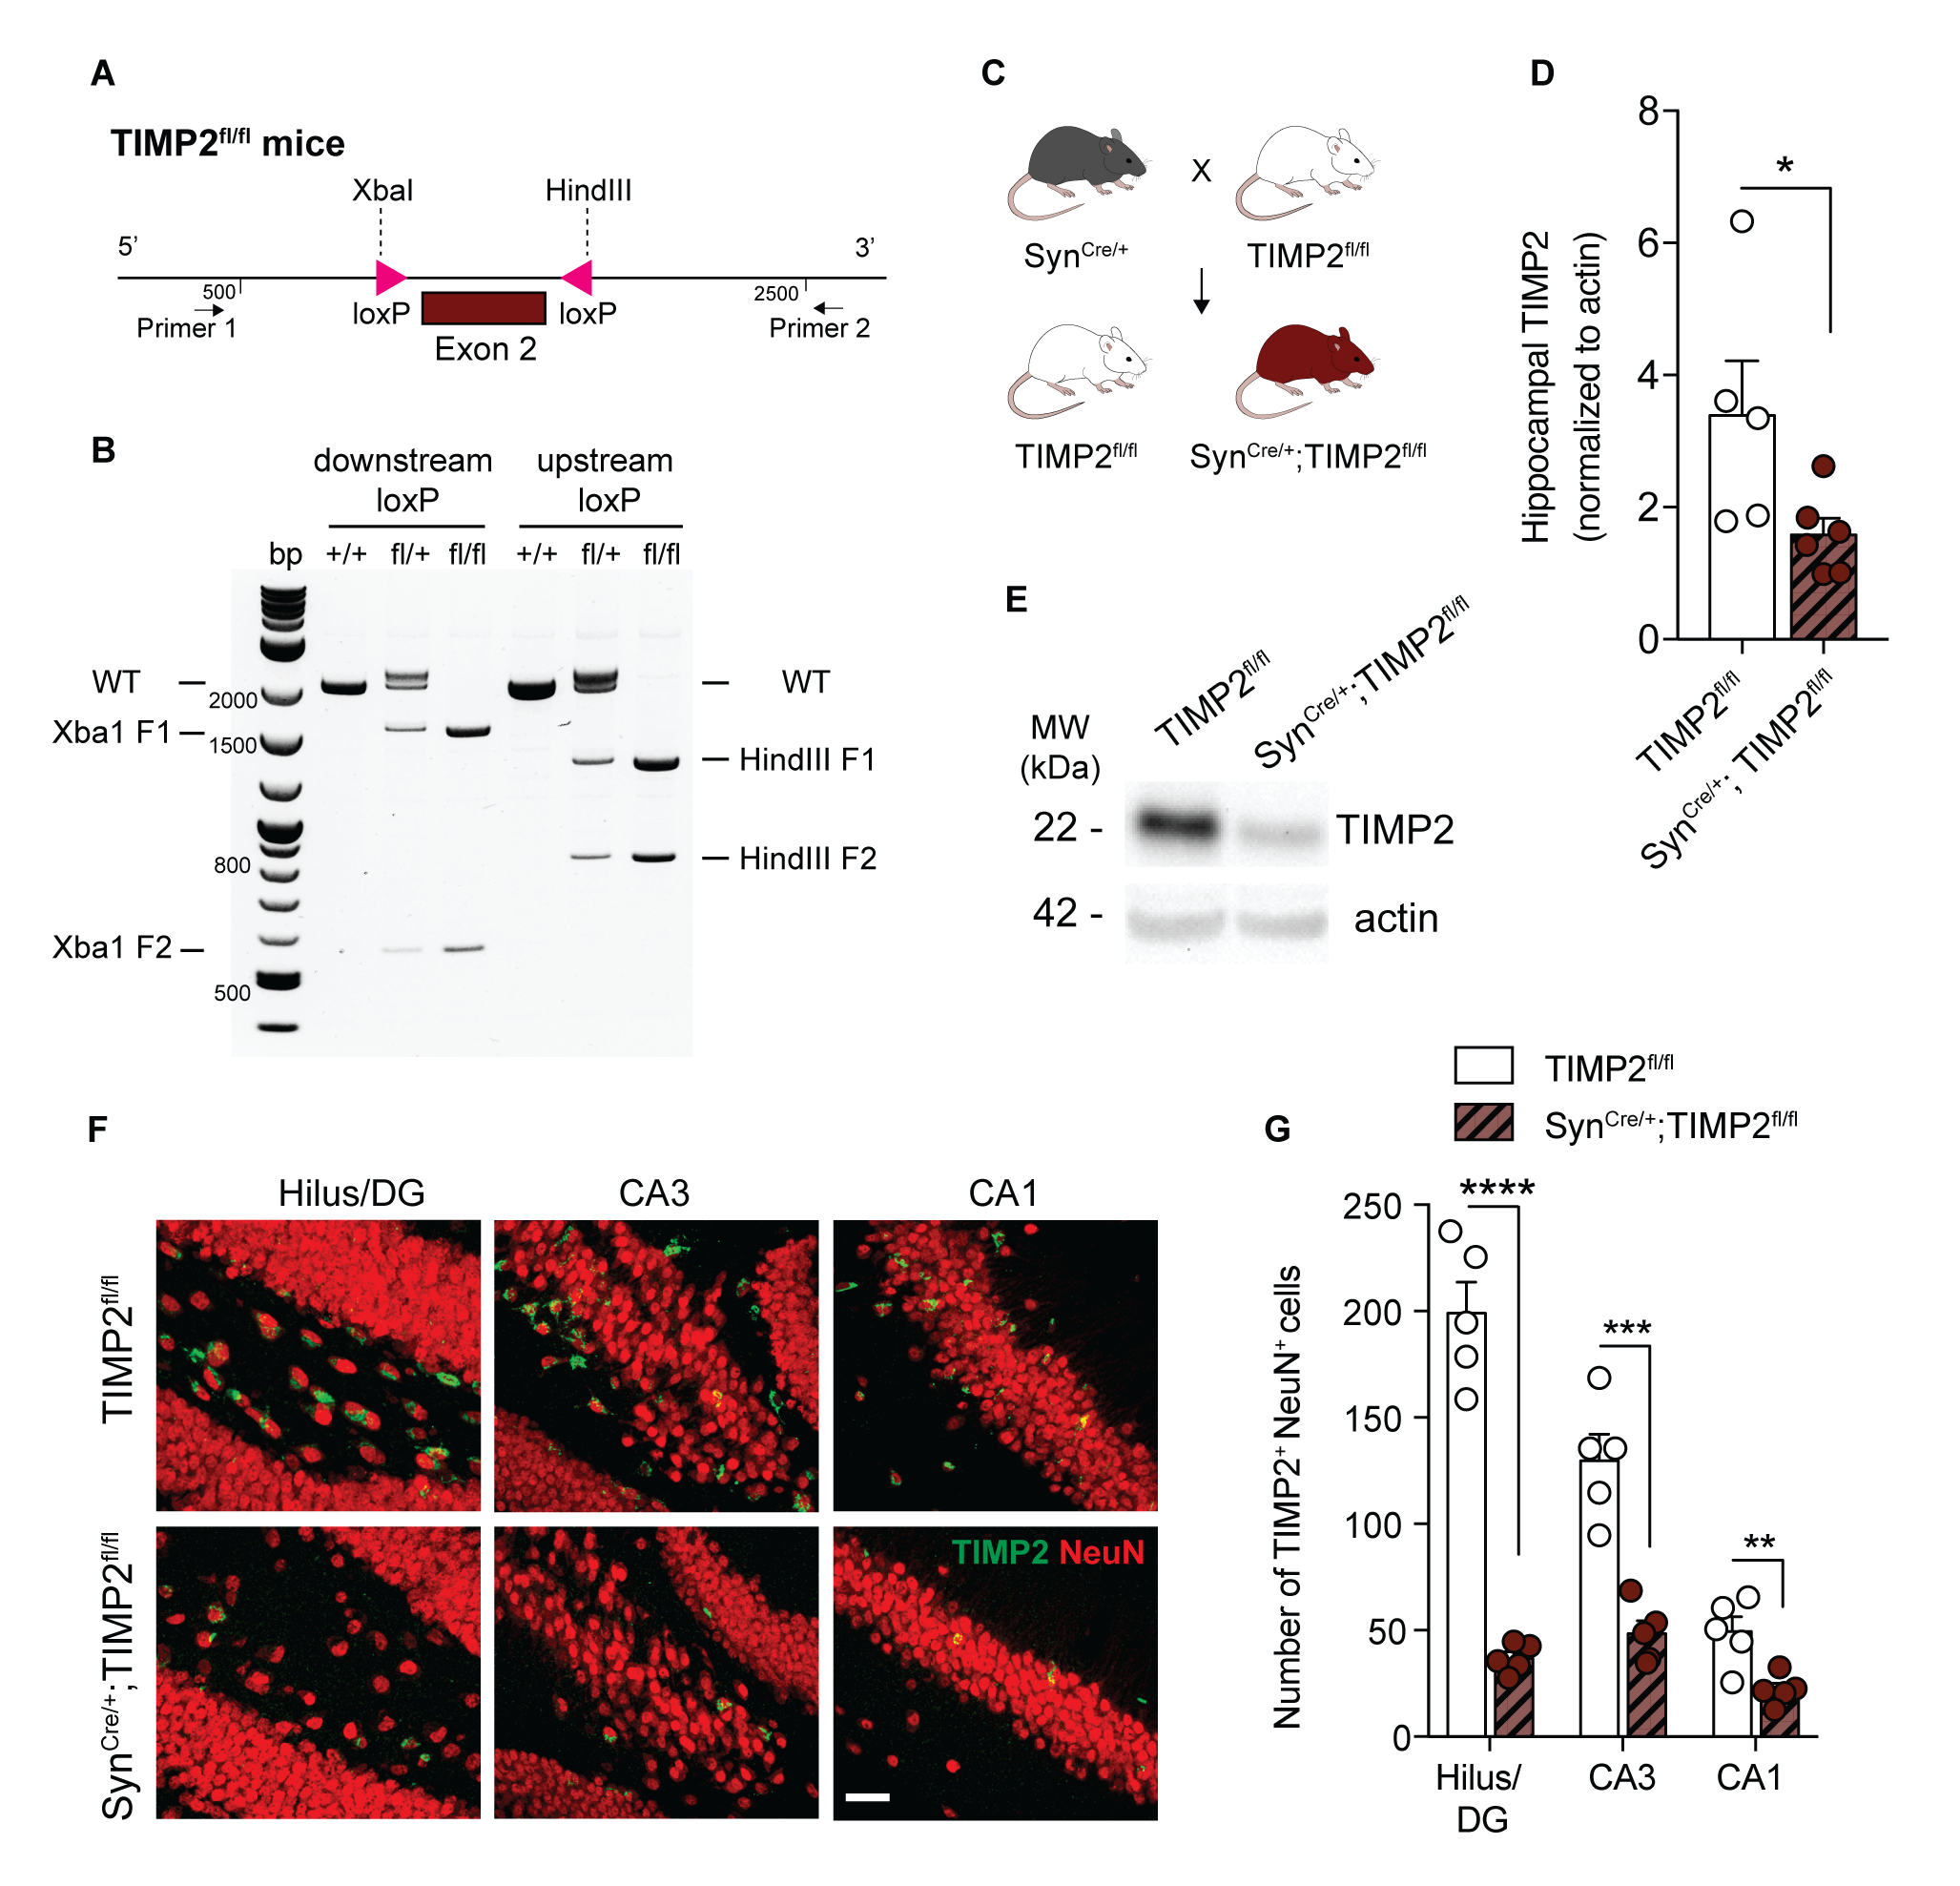

**Supplementary Figure 5. Creation of a conditional model to target neuronal pools of TIMP2.**

**(A)** Schematic illustration of the targeting strategy of to insert loxP sites flanking exon 2 to generate a model for conditional deletion of *TIMP2*. **(B)** Representative genotyping results revealing the PCR products for the mutant LoxP and wild-type alleles. Wild-type (+/+), heterozygous (fl/+), and homozygous (fl/fl) mice were identified according to this strategy. **(C)** Schematic diagram of cross-breeding strategy to establish neuron-specific TIMP2 deletion: male TIMP2^fl/fl^ mice were mated with Syn^Cre/+^ females to obtain Syn^Cre/+^; TIMP2^fl/fl^ and their respective TIMP2^fl/fl^ littermate controls. **(D-E)** Representative TIMP2 immunoblot and corresponding quantification of TIMP2 protein levels from hippocampal lysate of TIMP2^fl/fl^ and Syn^Cre/+^; TIMP2^fl/fl^ (2-3 months of age, N = 5-6 mice per group). **(F)** High-magnification view of hilus/DG, CA3, and CA1 sub-regions of TIMP2^+^ cells co-expressing NeuN in TIMP2^fl/fl^ and Syn^Cre/+^; TIMP2^fl/fl^ mice (2-3 months of age, N = 5 mice per group, scale bar, 20 μm) with corresponding **(G)** quantification of the total number of TIMP2^+^ cells with NeuN^+^ nuclei across hippocampal subregions. Data are represented as mean ± SEM. Student’s t-test for two-group comparisons. **P*<0.05, ***P*<0.01, ****P*<0.001, *****P*<0.0001. Data points represent individual mice.

**Supplementary Figure 6**

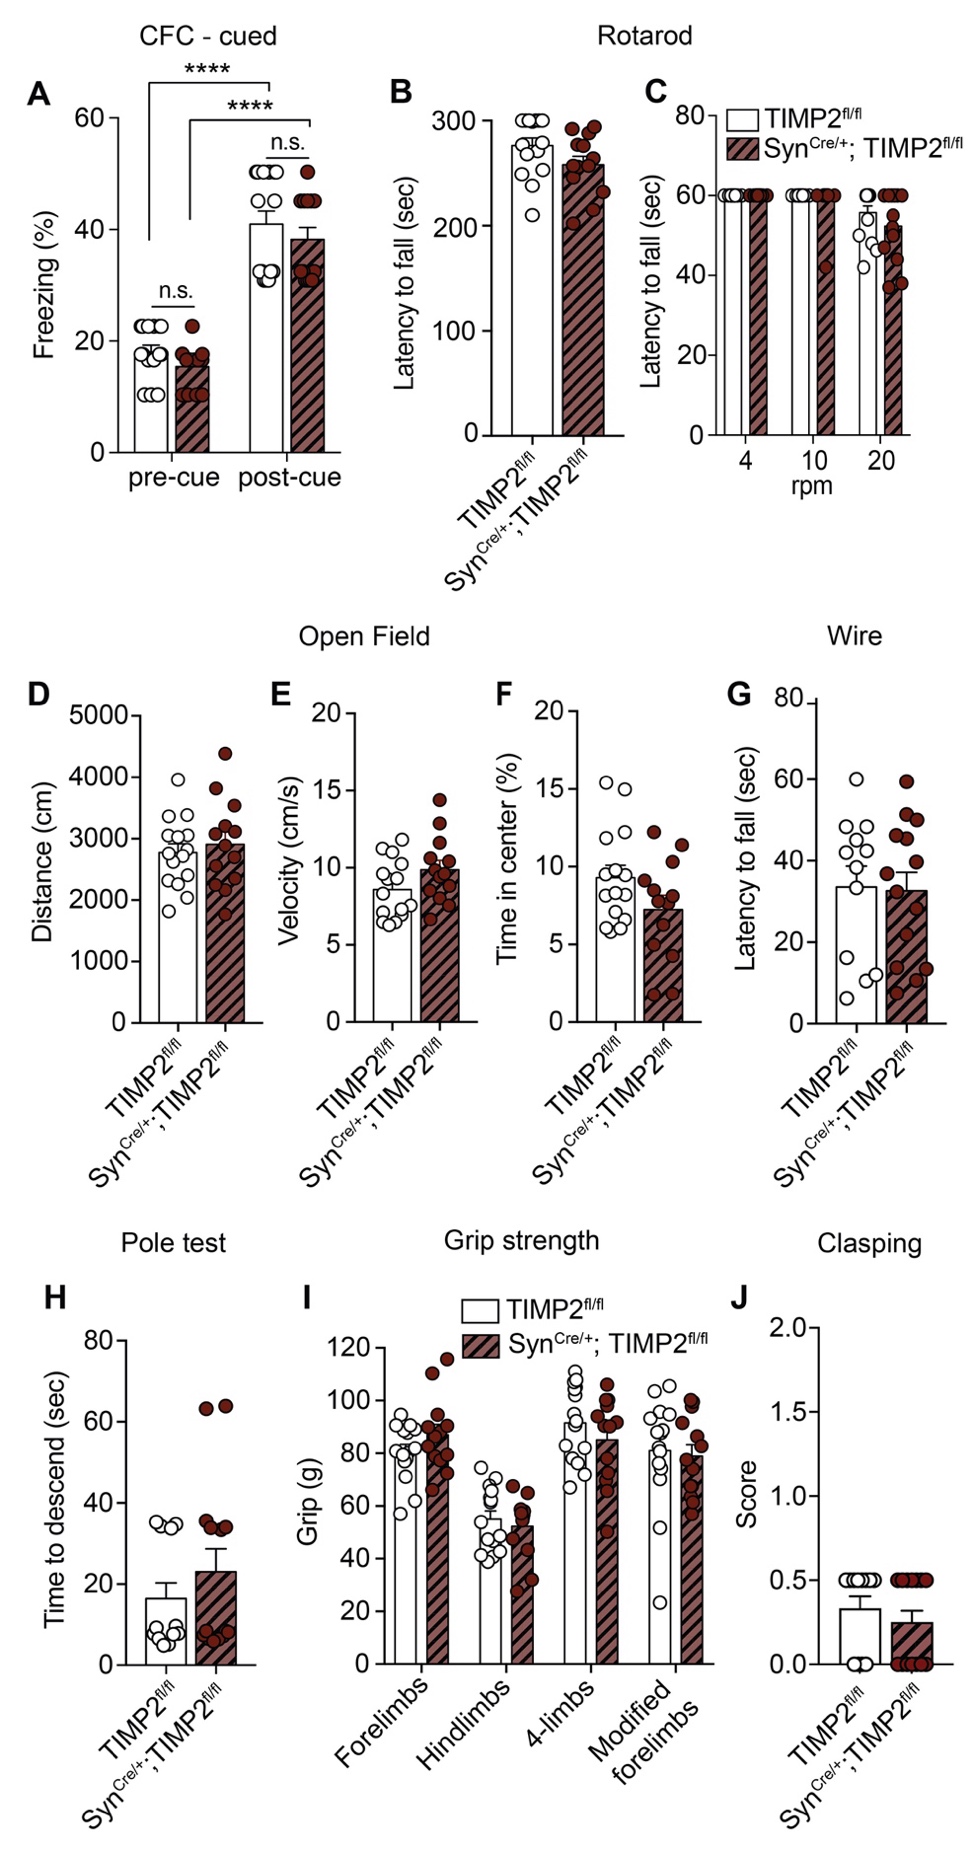

**Supplementary Figure 6. Neuronal TIMP2 deletion does not impair amygdala-associated behavior or overall motor function.**

**(A)** Percentage of freezing detected in the cued task of the fear-conditioning assay in TIMP2^fl/fl^ and Syn^Cre/+^; TIMP2^fl/fl^ mice (2-3 months of age, N = 13-15 mice per group). **(B)** Latency of TIMP2^fl/fl^ and Syn^Cre/+^; TIMP2^fl/fl^ mice to fall in the rotarod in the fixed and **(C)** acceleration protocol at 4, 10 and 20 rpm (N = 13-15 mice per group). **(D)** Total distance traveled by TIMP2^fl/fl^ and Syn^Cre/+^; TIMP2^fl/fl^ mice in the open field, as well as **(E)** velocity, and **(F)** percentage of time spent in the center of the arena (N = 13-15 mice per group). **(G)** Latency of TIMP2^fl/fl^ and Syn^Cre/+^; TIMP2^fl/fl^ mice to fall in the wire test (N = 12-14 mice per group). **(H)** Time for TIMP2^fl/fl^ and Syn^Cre/+^; TIMP2^fl/fl^ mice to descend the pole in the pole test (N = 12-14 mice per group). **(I)** Grip strength of the fore-, hind- and four limbs in TIMP2^fl/fl^ and Syn^Cre/+^; TIMP2^fl/fl^ mice (N = 13-15 mice per group). **(J)** Hindlimb extension by clasping score in TIMP2^fl/fl^ and Syn^Cre/+^; TIMP2^fl/fl^ mice (N = 12-14 mice per group). Data are represented as mean ± SEM. Student’s *t*-test for two-group comparisons. n.s., not significant.

**Supplementary References**

1. Gu B, Posfai E, Rossant J. Efficient generation of targeted large insertions by microinjection into two-cell-stage mouse embryos. *Nat Biotechnol* 2018; **36**(7)**:** 632-637.

2. Zhu Y, Romero MI, Ghosh P, Ye Z, Charnay P, Rushing EJ *et al.* Ablation of NF1 function in neurons induces abnormal development of cerebral cortex and reactive gliosis in the brain. *Genes Dev* 2001; **15**(7)**:** 859-876.

3. Ulrich JD, Burchett JM, Restivo JL, Schuler DR, Verghese PB, Mahan TE *et al.* In vivo measurement of apolipoprotein E from the brain interstitial fluid using microdialysis. *Mol Neurodegener* 2013; **8:** 13.

4. Smith AC, Kupchik YM, Scofield MD, Gipson CD, Wiggins A, Thomas CA *et al.* Synaptic plasticity mediating cocaine relapse requires matrix metalloproteinases. *Nat Neurosci* 2014; **17**(12)**:** 1655-1657.

5. Jiang M, Tu HT, Zhang K, Zhang W, Yu WP, Xu J *et al.* Impaired neurogenesis in the hippocampus of an adult VPS35 mutant mouse model of Parkinson's disease through interaction with APP. *Neurobiol Dis* 2021; **153:** 105313.

6. Castellano JM, Mosher KI, Abbey RJ, McBride AA, James ML, Berdnik D *et al.* Human umbilical cord plasma proteins revitalize hippocampal function in aged mice. *Nature* 2017; **544**(7651)**:** 488-492.

7. Nguyen PT, Dorman LC, Pan S, Vainchtein ID, Han RT, Nakao-Inoue H *et al.* Microglial Remodeling of the Extracellular Matrix Promotes Synapse Plasticity. *Cell* 2020; **182**(2)**:** 388-403 e315.

8. Ippolito DM, Eroglu C. Quantifying synapses: an immunocytochemistry-based assay to quantify synapse number. *J Vis Exp* 2010; (45).

9. Jacot-Descombes S, Keshav NU, Dickstein DL, Wicinski B, Janssen WGM, Hiester LL *et al.* Altered synaptic ultrastructure in the prefrontal cortex of Shank3-deficient rats. *Mol Autism* 2020; **11**(1)**:** 89.

10. De Waele J, Reekmans K, Daans J, Goossens H, Berneman Z, Ponsaerts P. 3D culture of murine neural stem cells on decellularized mouse brain sections. *Biomaterials* 2015; **41:** 122-131.

11. Tajerian M, Hung V, Nguyen H, Lee G, Joubert LM, Malkovskiy AV *et al.* The hippocampal extracellular matrix regulates pain and memory after injury. *Mol Psychiatry* 2018; **23**(12)**:** 2302-2313.

12. Mateus-Pinheiro A, Alves ND, Patricio P, Machado-Santos AR, Loureiro-Campos E, Silva JM *et al.* AP2gamma controls adult hippocampal neurogenesis and modulates cognitive, but not anxiety or depressive-like behavior. *Mol Psychiatry* 2017; **22**(12)**:** 1725-1734.

13. Zhu JW, Li YF, Wang ZT, Jia WQ, Xu RX. Toll-Like Receptor 4 Deficiency Impairs Motor Coordination. *Front Neurosci* 2016; **10:** 33.

14. Takeshita H, Yamamoto K, Nozato S, Inagaki T, Tsuchimochi H, Shirai M *et al.* Modified forelimb grip strength test detects aging-associated physiological decline in skeletal muscle function in male mice. *Sci Rep* 2017; **7:** 42323.

15. Castellano JM, Kim J, Stewart FR, Jiang H, DeMattos RB, Patterson BW *et al.* Human apoE isoforms differentially regulate brain amyloid-beta peptide clearance. *Sci Transl Med* 2011; **3**(89)**:** 89ra57.

How the deposited data were processed for this re-analysis (not part of the article)

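Hippocampal RNA from 13 TIMP2 KO and 17 WT mice of both sexes was sequenced from poly(A)-selected libraries. The authors aligned the reads to GRCm38 with STAR and deposited raw counts, the number of reads on each gene in each mouse, with no normalization. The methods state paired-end reads, an RNA integrity number over the paper's threshold in every sample and DESeq2 for the authors' comparison. All 30 columns were matched to a mouse, and 0 columns were left unmatched. The counts were whole numbers, and no pair of mice had identical counts.

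Totals per mouse lay between 18345517 and 41081083 counts in TIMP2 KO and between 19445246 and 32098386 in WT mice. The lowest common biological coefficient of variation was 7.5%, so the spread between mice, not counting error, sets the precision of well-covered genes. Of the 49315 gene identifiers, 259 had no entry in GENCODE release M21 and were kept without symbol or position.

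From these counts, TMM factors, the filter on low counts and the quasi-likelihood test were computed with edgeR 4.0.16 in R 4.3.3. The adjusted p-values are Benjamini-Hochberg values over all genes tested. Log2 CPM values used a prior count of 2. The named genes are those that the paper names, together with up to 10 genes with the smallest p among those with an adjusted p under 0.05 and the same sign in males and in females. Of the genes the paper names, Timp1 was not tested, since it had between 0 and 12 counts per mouse.

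The alternatives, chosen before the data were examined, were DESeq2 1.42.0 with its own size factors, RLE size factors in edgeR, no filter, at least 10 counts in every mouse, sex as a covariate, sex with 8 surrogate variables from sva 3.50.0, females alone, males alone, and limma 3.58.1 voom with sample weights. The interaction of sex and genotype was tested in edgeR with DESeq2 as an alternative. The permutation test of a list's mean as an alternative to camera, and log2 total counts per mouse as a covariate, were added after the data were seen.

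There were 32 gene lists. Of these, 22 were drawn up by hand (adult neurogenesis, synapse organization, perineuronal net, metalloproteinases and inhibitors, basement membrane and fibrillar matrix, cell death, immediate early, choroid plexus, meningeal fibroblast, oligodendrocyte, astrocyte, microglia, endothelial, red blood cell, thalamus and habenula, striatum, neocortex, dentate gyrus granule cell, CA1 pyramidal cell, CA3 pyramidal cell, GABAergic interneuron and a check of sex) and 10 are Reactome sets supplied with fgsea 1.28.0. Timp2 was left out of every list. Lists were compared with the DEGs by a 1-sided Fisher's exact test, and as sets by limma's camera with a preset correlation of 0.01. The Gene Ontology sets that the paper used were not used here.

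Co-expression modules were computed in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, with a soft power of 14, topological overlap, average linkage and merging of modules at an eigengene correlation over 0.75. The alternatives were a power of 8, removal of sex, another height of division and the 8000 most variable genes.

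Genes near Timp2 were compared with all others by Fisher's exact test within 20 Mb, 10 Mb and 40 Mb. Permutation tests of single values used 100000 resamples. The results across all genes were compared with 100 splits of the mice into groups of 13 and 17, the real one included. The test across genes, the list tests and the module search were tested on simulated data. Harvest dates are not in the sample labels and could not be fitted.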

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

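The tests of the extent, direction and boundary of the region around Timp2, of the choroid plexus markers against Ttr, and of the mean of the immediate early genes per mouse were chosen after the result was seen.

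Of the 9 genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 lie within 20 Mb of Timp2, besides Timp2 itself, and the paper does not report on them. As many genes with an adjusted p under 0.05 arose in 3 of 100 splits of the 30 mice into 13 and 17. Chance placement along the genome would not put 7 of 8 genes there (2-sided Fisher's exact test, p = 3.62e-11). Divergence across the genome between the mice of each genotype was examined in the 438 windows of 5 Mb more than 20 Mb from Timp2. By a 1-sided Fisher's exact test against all other genes, 0 passed the threshold and 10 had an unadjusted p under 0.05. This argues against other regions with as strong an excess. Divergence spread evenly would raise all windows alike and could not be seen this way. Windows held as few as 10 genes, so a weaker local excess could be missed. An effect of the deletion on genes within 1 Mb of Timp2 alone is argued against by genes at 1 to 10 Mb, which had an unadjusted p under 0.05 more often than genes elsewhere (2-sided Fisher's exact test, p = 8.60e-10). A shift of the whole region in one direction is argued against by the directions of its DEGs, 21 down and 19 up within 10 Mb (exact binomial test, p = 0.875). What stays open is DNA of another strain carried along with the deletion. It predicts a raised share that reaches several Mb and ends, and the share was 17.4% at 1 to 10 Mb, against 5.62% at 10 to 40 Mb and 4.82% elsewhere. The pattern may therefore come from variants linked to the Timp2 allele and not from the loss of TIMP2, which is a hypothesis, since the genotypes of the flanking DNA were not tested. A biological effect of losing TIMP2 on these neighbouring genes stays open as well and was not tested.

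Ttr had a log2 fold change of 3.67 in TIMP2 KO hippocampi, and the paper does not discuss it. Ttr is an abundant transcript of the choroid plexus. Choroid plexus tissue in some hippocampal samples is a candidate source, since the mean of the other 8 markers tested rose with Ttr over 30 mice (Pearson r = 0.917, Spearman rho = 0.820). Both p values were 1e-05, the smallest that 100000 resamples can give. Without the 2 mice farthest from the median Ttr, r was 0.872, and it was 0.947 within TIMP2 KO and 0.810 within WT mice. A difference in choroid plexus content between genotypes stays open, since the mean of the 8 markers without Ttr was higher in TIMP2 KO mice by 0.37 (2-sided permutation test, p = 0.0498), with p = 0.105 in females and p = 0.388 in males, each from fewer mice. This difference rests in part on mouse 11, a TIMP2 KO female at 3.72, against 1.15 to 2.58 in the other TIMP2 KO mice. It was not tested without mouse 11. Ttr averaged 73.0 CPM in TIMP2 KO mice, 26.1 without a female with 636 CPM, and 6.07 in WT mice (medians 5.00 and 3.85).

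The choroid plexus list had 7 genes among the upregulated DEGs, and 5 of 100 splits of the mice put as many of its genes in one direction. None of its 9 genes is on another list drawn up by hand, but Ttr is also in the Reactome set Extracellular matrix organization. In WT mice, Enpp2 and Kl were at log2 levels of 6.88 and 4.63, above the 1.84 of Ttr, so other tissue in these samples also expresses at least these. The same choroid plexus tissue may account for the list (r = 0.917).

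The immediate early genes had 14 members among the upregulated DEGs, which the paper does not discuss. As many in one direction came from 2 of 100 splits. Whether a few mice with high levels account for them cannot be told apart, since the mean of the list per mouse (2-sided permutation test, p = 0.0298, adjusted p = 0.414 over the 32 lists) also moves with a few mice. The mean was above the WT median in 11 of 13 TIMP2 KO mice. Neuronal activity before the tissue was taken, handling and harvest date were not tested and stay open, as does an effect of TIMP2.

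The dentate gyrus granule cell list had 5 genes among the downregulated DEGs, which the paper does not discuss. As many came from 9 of 100 splits, so chance in how the mice were grouped stays open. A difference in the share of the dentate gyrus in the dissected tissue stays open too, since the smallest adjusted p over the 14 tissue lists was 0.272, and the list fell by 0.12 on the log2 scale (2-sided permutation test, p = 0.0388).

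In addition, 9 values lay far from the others of their sex and genotype. A total of 152 groups were examined, among which chance gives 7.6 such values. In male TIMP2 KO mice, mouse 18 had the lowest Timp2 (log2 level 7.02, against 7.28 to 7.38 in the others) and the lowest Gm11733 (log2 level -1.59). Mouse 15, a TIMP2 KO male, had the highest Mki67 (log2 level 1.19). Mouse 10, a TIMP2 KO male, had the lowest mean of the dentate gyrus granule cell genes (5.15). Mouse 5, a TIMP2 KO female, had the highest Sox2 (log2 level 5.93). In WT males, mouse 6 had the lowest 2900041M22Rik (log2 level 0.019) and the lowest Rbfox3 (log2 level 8.10), and mouse 24 had the lowest Sox2 (log2 level 5.51). Mouse 21, a WT female, had the lowest mean of the choroid plexus genes (0.39). No biological explanation was tested for these values.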

How the results depend on the processing

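Timp2 kept its direction and an adjusted p under 0.05 in all 9 alternatives, with log2 fold changes between -0.95 and -1.04. The higher share of genes with an adjusted p under 0.05 near Timp2 held in 4 alternatives (smallest share 1.13%). At an unadjusted p under 0.05 the share was 12.5% near Timp2 and 4.84% elsewhere. With sex as a covariate no gene farther than 20 Mb passed, so no odds ratio could be formed there. The interaction of sex and genotype gave 0 genes at an adjusted p under 0.05 in each of the 3 fits (455 at an unadjusted p, 563 with DESeq2 and 368 with at least 10 counts in every mouse). None of the 14 tissue lists had an adjusted p under 0.05 by the 2-sided permutation test of each list's level per mouse in any of 5 settings. The modules at an adjusted p under 0.05 numbered 0 in every network, with 2 to 4 at an unadjusted p.

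The number of DEGs changed most without a filter, to 1971 of 33550 genes tested (875 down and 1096 up). The number of genes tested does not by itself account for this. The share was 5.87%, against 5.03% in the main fit, and DESeq2's Wald test on 33550 genes gave 1049 DEGs. With males alone the number of DEGs was 540 (272 down and 268 up) and with females alone 823. The cause of these changes was not tested. The number of genes with an adjusted p under 0.05 was 2 with females alone and 3 with males alone, both fits with fewer mice, for which the cause was not tested, and 1 without genes within 20 Mb of Timp2, by construction. With total counts per mouse as a covariate, chosen after the data were seen, there were 838 DEGs and 7 genes with an adjusted p under 0.05. Of the 829 DEGs, 767 were shared with DESeq2's Wald test and 305 with the fit of sex and surrogate variables.

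The gene lists with an adjusted p among the DEGs numbered 9 with females alone, for which the cause was not tested, and 8 against a background of all genes in the table. Random sets of tested genes also passed against a background wider than the genes tested (a median of 3 lists). The gene lists as sets numbered 5 with a preset correlation, 5 with sex as a covariate and 7 with sex and surrogate variables. They numbered 0 with an estimated correlation, 0 with fry and 0 with a permutation test of each list's mean, the last chosen after the data were seen. With sex and surrogate variables the meningeal fibroblast list moved down with the smallest adjusted p, 1.81e-04 by camera. It also had the smallest among the DEGs of that fit (3.79e-06 by Fisher's exact test). At an unadjusted p under 0.05 there were 3 lists with fry and 3 with an estimated correlation. These tests take the correlation between genes from the data.

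Some named genes reversed their sign. In males alone these were Timp3 (-0.0392), Mmp2 (0.0362), Mmp9 (-0.0039), Homer1 (0.0266), Dcx (-0.0283), Mki67 (0.0257) and Rbfox3 (0.0066). In females alone they were Timp4 (0.0151), Rplp0 (-0.0071) and Acan (-0.0811), which was at 0.20 in all mice and at 0.45 in males alone (unadjusted p = 0.0103). The positive Acan values rest in part on mouse 18, a TIMP2 KO male at 6.73 CPM, against 2.56 to 4.86 in the other TIMP2 KO mice. With limma voom and sample weights Acan was at 0.11. The fit of females alone was the only fit without mouse 18, and it left out every other male as well. With sex and surrogate variables the genes with a reversed sign were Timp3 (-0.0325), Mmp2 (0.0442), Mki67 (0.0538), Itga3 (-0.0161) and Itgb1 (-0.0026). Others were Timp3 with at least 10 counts in every mouse (-0.0003), Homer1 without a filter (0.0017) and Homer1 with sex as a covariate (0.01). All of these genes had an adjusted p of at least 0.760 in every fit, from the test of each fit with Benjamini-Hochberg adjustment, and the cause was not tested. In 26 pairings of a named gene or gene list with an alternative, the adjusted p under 0.05 was lost and the direction kept, and 5 of the 8 pairings of Ttr were among them (adjusted p from 0.00335 to 1.000 over all fits).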

Differences from the paper's values

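The number of co-expression modules with an unadjusted p under 0.05 was 3, and the paper's is about 6 in Supplementary Fig. 1F, read by eye. Of the alternatives set before the data were examined, removing sex and the other height of division, with 4 modules each, fall within 1.5 times the paper's number. A power of 8 and the 8000 most variable genes do not.

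The paper states that the downregulated DEGs were enriched for neurogenesis. The adult neurogenesis list had 1 of 37 genes among the downregulated DEGs, where 0.95 were expected. The paper also states that the upregulated DEGs were enriched for regulation of cell death. The cell death list had 1 of 53 genes among them, where 1.31 were expected. These lists are not the sets the paper used. For Mmp2 mRNA the paper reports a rise by qPCR in TIMP2 KO hippocampi. The log2 fold change here was -0.05 (standard error 0.08, unadjusted p = 0.565 from edgeR's quasi-likelihood test). RNA-seq and qPCR are different methods, and the cause of the difference was not tested.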

Other observations

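The tests of WT tissue in the TIMP2 KO samples and of total counts as a covariate were chosen after the result was seen.

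As many genes with an unadjusted p under 0.05 as in the real groups (829) came from 41 of 100 splits of the 30 mice into 13 and 17, with 346 to 2531 genes in the other splits. The number of DEGs is thus one that grouping the mice at random often gives. Whether sequencing depth contributes cannot be told apart. The totals per mouse differed with a p of 0.473 (2-sided permutation test), and with these totals as a covariate 90.5% of the DEGs kept an unadjusted p under 0.05, but the covariate itself had one for 4.88% of the genes, about the share that arises without an effect. A difference in tissue or cell composition cannot be told apart from chance here. The choroid plexus and dentate gyrus granule cell lists had unadjusted p of 0.0378 and 0.0388, and the smallest adjusted p over the 14 tissue lists was 0.272. As many gene lists among the DEGs came from 22 of 100 splits, as many lists as sets from 44, and as many synapse organization genes in one direction from 17. As many modules at an unadjusted p under 0.05 came from 15 of 100 splits. For the interaction of sex and genotype, 100 of 100 assignments within each sex gave as many genes with an adjusted p under 0.05, since the number was 0 (455 at an unadjusted p).

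Timp2 RNA in TIMP2 KO hippocampi was at 50.1% of WT, while the immunoblot of Fig. 1D shows no TIMP2 band in TIMP2 KO samples. That immunoblot measured protein in interstitial fluid collected by microdialysis, not in the tissue sequenced here. The paper's supplement states that heterozygous mice were left out of the RNA-seq, and the genotypes were not tested here. WT tissue making up 50% of each TIMP2 KO sample is argued against by 2900041M22Rik, which was at 29.0% of WT. Transcripts of the targeted allele that are counted on Timp2 without giving the protein were not tested, since counts per exon were not used here.

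Each list's mean log2 level was also compared between genotypes (TIMP2 KO minus WT, 2-sided permutation test, adjusted over 32 lists). The difference was 0.016 for the perineuronal net list, 0.019 for metalloproteinases and inhibitors, 0 for basement membrane and fibrillar matrix and 0.016 for cell death. It was -0.0074 for adult neurogenesis, -0.047 for meningeal fibroblasts, 0.072 for oligodendrocytes, -0.014 for astrocytes, 0.015 for microglia, -0.015 for endothelial cells and 0.338 for red blood cells. For regions it was -0.0031 for thalamus and habenula, -0.012 for striatum, -0.047 for neocortex, 0.0053 for CA1 pyramidal cells, 0.035 for CA3 pyramidal cells and -0.0038 for GABAergic interneurons. The check of sex, with unequal numbers of males, differed by -0.618. Among Reactome sets it was 0.013 for Cellular responses to stress, -0.0084 for Transmission across Chemical Synapses, -0.0079 for Neuronal System, -0.0010 for Programmed Cell Death, -1e-04 for NCAM signaling for neurite out-growth, -0.0039 for Axon guidance, 0.021 for Extracellular matrix organization, 0.021 for Degradation of the extracellular matrix, -0.011 for Activation of Matrix Metalloproteinases and 0.0020 for ECM proteoglycans. None of these had an unadjusted p under 0.05, and the smallest adjusted p among them was 0.428.

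The levels of genes that the paper's other experiments concern are given here as values. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, none of the 14 other genes that the paper names and that were tested had an adjusted p under 0.05, and none had an adjusted p under 0.05 when adjusted over the list alone. At an unadjusted p under 0.05 there were 0 of them. The log2 fold change of Mmp2 was -0.05 (standard error 0.08), of Mmp9 0.04 (standard error 0.11) and of Acan 0.20 (standard error 0.11). It was 0.01 for Dcx (standard error 0.07), 0.03 for Sox2 (standard error 0.03) and -0.11 for Mki67 (standard error 0.09). By qPCR the paper reports higher Mmp2 mRNA in TIMP2 KO hippocampi, and these counts did not show that rise. Mouse 18, a TIMP2 KO male, had the highest Acan (6.73 CPM). The only fit without mouse 18 was that of females alone, in which the log2 fold change of Acan was -0.0811. Acan had an unadjusted p of 0.0173 for the interaction of sex and genotype, with an adjusted p of 1.0 from the same test.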
